# Lipid and DHA-production in *Aurantiochytrium* sp. – Responses to nitrogen starvation and oxygen limitation revealed by analyses of production kinetics and global transcriptomes

**DOI:** 10.1038/s41598-019-55902-4

**Published:** 2019-12-19

**Authors:** Tonje M. B. Heggeset, Helga Ertesvåg, Bin Liu, Trond E. Ellingsen, Olav Vadstein, Inga Marie Aasen

**Keywords:** Biotechnology, Industrial microbiology

## Abstract

Thraustochytrids of the genera *Schizochytrium* and *Aurantiochytrium* accumulate oils rich in the essential, marine n3 fatty acid docosahexaenoic acid (DHA). DHA production in *Aurantiochytrium* sp T66 was studied with the aim to provide more knowledge about factors that affect the DHA-productivities and the contributions of the two enzyme systems used for fatty acid synthesis in thraustochytrids, fatty acid synthetase (FAS) and PUFA-synthase. Fermentations with nitrogen starvation, which is well-known to initiate lipid accumulation in oleaginous organisms, were compared to fermentations with nitrogen in excess, obtained by oxygen limitation. The specific productivities of fatty acids originating from FAS were considerably higher under nitrogen starvation than with nitrogen in excess, while the specific productivities of DHA were the same at both conditions. Global transcriptome analysis showed significant up-regulation of *FAS* under N-deficient conditions, while the PUFA-synthase genes were only marginally upregulated. Neither of them was upregulated under O_2_-limitation where nitrogen was in excess, suggesting that N-starvation mainly affects the FAS and may be less important for the PUFA-synthase. The transcriptome analysis also revealed responses likely to be related to the generation of reducing power (NADPH) for fatty acid synthesis.

## Introduction

The marine, n3, long-chain polyunsaturated fatty acids (PUFA) docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA) are essential for humans, as well as for marine fish species. Fish oil is currently the main source of these fatty acids. As the production of fish oil cannot be further increased, microbial sources are expected to play an important role to supply the growing marine aquaculture, as well as the human population, with these essential n3 fatty acids. Thraustochytrids are unique because they can accumulate DHA in triacylglycerols stored in lipid droplets, and in particular the genera *Aurantiochytrium* and *Schizochytrium* are excellent producers of this fatty acid^1–3^. Lipid accumulation is initiated when an essential nutrient, e.g. nitrogen (N), limits cell division, similarly to the mechanisms for other oleaginous microorganisms.

Thraustochytrids use a standard fatty acid synthase (FAS) enzyme complex for synthesis of saturated fatty acids, mainly C14:0 and C16:0, while DHA and docosapentaenoic acid (DPA, C22:5 n6) is synthesized by a PKS-enzyme complex, the PUFA-synthase^4^. In addition to these four fatty acids, C16:1 and smaller amounts of unsaturated C18 and C20 fatty acids can be found in thraustochytrids, most likely synthesised from the FAS-products by desaturases and elongases. Despite many years of research, the mechanisms governing the relative activities of the two enzyme systems and the distribution of the carbon flow between them, are not known. This is essential knowledge needed to increase the DHA-productivity. Previous studies indicate that FAS is more easily affected by the cultivation conditions than the PUFA-synthase, such as temperature, oxygen levels and carbon limitation^1^. For instance, low oxygen levels increased the fraction of DHA in the lipids, but mainly due to reduced production of the fatty acids through FAS, while the DHA production was less affected^5–7^. However, in many of the studies of DHA-production by thraustochytrids dissolved oxygen has not been measured, which makes data interpretation difficult.

The two enzyme complexes used for fatty acid synthesis by thraustochytrids, FAS and the PUFA synthase, need the same precursors; acetyl-CoA and reducing power in the form of NADPH. Transcriptome analyses can provide information about which reaction steps in the biosynthesis of precursors, DHA and triacylglycerols (TAG) that are transcriptionally controlled. Genes involved in assembling the TAGs and synthesis of the lipid body membrane were strongly upregulated after N-depletion in the yeast *Yarrowia lipolytica*^8^, the fungi *Mortierella alpina*^9^, and two *Schizochytrium* species^10,11^, while *FAS* was not, or only slightly, upregulated. In the thraustochytrids and *Y. lipolytica*, no upregulation of genes involved in the generation of precursors (NADPH, acetyl-CoA) was observed. On the other hand, a strong upregulation of the NADPH-generating enzymes of the pentose phosphate cycle (PPP) was observed during lipid accumulation in *M. alpina*^9^.

The aim of the current study has been to enhance the understanding of basic mechanisms related to DHA synthesis in thraustochytrids. Fatty acid production rates and transcriptomes of *Aurantiochytrium* sp. T66^7,12^ were compared in fermentations where lipid accumulation was initiated by nitrogen-starvation and in fermentations with oxygen limitation and nitrogen in excess. Here, the term ‘starvation’ refers to conditions when a component is exhausted from the medium, and ‘limitation’ when a component is continuously supplied, but at growth-limiting rates giving no detectable concentrations in the medium. We used a completely defined medium with glutamic acid as nitrogen-source to get a distinct introduction of the N-starvation. Dissolved oxygen (DO) and pH were controlled, and online measurement of CO_2_ in the off-gas provided information about the metabolic activity and the exact time point for N-depletion. The annotation of genes^13^ putatively involved in precursor and lipid biosynthesis was manually curated, and the transcriptome data were used to elucidate responses related to fatty acid and precursor biosynthesis.

## Results

### Lipid accumulation and fatty acid profiles in batch fermentations with nitrogen starvation, and with nitrogen in excess and oxygen limitation

In experiments with nitrogen starvation, *Aurantiochytrium* sp. strain T66 was cultivated on a defined medium containing nitrogen as glutamate, sufficient to produce approximately 30 g/l catalytic biomass (‘fat-free’ cell mass), and with glycerol as carbon source in excess. Lipid accumulation started after approximately 50 h coinciding with the peak in CO_2_-emission (Fig. 1a,c), which reflects the glutamate depletion^7^. The final cell dry weight and lipid content were 95 g/l and 55%, respectively. The pH-control provided further information about metabolic shifts, as acid was added until ~50 h, followed by a period without need for pH-regulation until 66–70 h, and alkali addition during the rest of the fermentation. This is consistent with use of glutamic acid as carbon source and release of ammonia in the first phase of the fermentation. The fat-free dry weight continued to increase, from ~20 g/l at the onset of lipid accumulation, to ~35 g/l. No free ammonia was detected in the medium (detection limit ~2 mg/l). The increased fat-free dry weight after glutamate depletion therefore indicates that the cells utilised an intracellular pool of nitrogen in this period. As it appears from Fig. 1a,c, the volumetric fatty acid production rates were constant during the first 50–60 h of the lipid accumulation phase, until 100–115 h fermentation time. The production rates then decreased rapidly. The fractions of DHA and palmitic acid (C16:0) of total fatty acids (TFA) decreased slightly throughout the fermentation, in parallel with increasing fractions of C14:0, C16:1 and C18:1 (Fig. 1d). The synthesis of C16:1 and C18:1 was initiated after N-depletion and continued for a longer period than the synthesis of the saturated and polyunsaturated fatty acids. C18:1 occurred as the n7 isomer, not the more common n9 (oleic acid).

**Figure 1:**
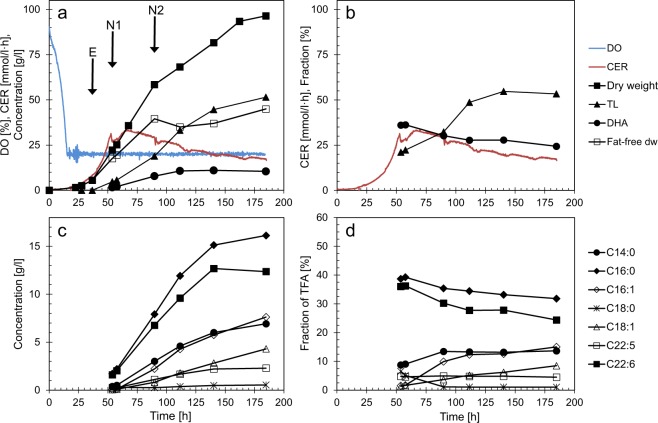
Cell growth and lipid production in fermentations with N-starvation. Data for one of four replicate fermentations are shown. Concentrations are corrected for dilution due to addition of glycerol and acid/base. E, N1, N2: Sampling points for transcriptome analysis. (**a,c**) Concentrations, dissolved oxygen (DO) and CO_2_ emission rate (CER). (**b,d**) Fractions (%): Total lipid (TL) of dry weight (dw); FA (fatty acids) of TFA (total fatty acids)

For the fermentations with oxygen limitation, the conditions were identical to those with N-starvation for the first 28 hours. Then the automatic control of dissolved oxygen was turned off and the stirring lowered to a constant speed of 600 rpm. DO immediately dropped to 4% of saturation, followed by a further, slow decrease to the detection limit (Fig. 2a). The growth rate was lower than in the fermentations with N-starvation and no oxygen limitation, and the final cell density was only 33 g/l, and with ~37% total lipids (Fig. 2a,b). As opposed to N-starvation, fat-free dry weight increased during the whole fermentation. The DHA-fraction constituted 55% of TFA, compared to 28–30% during N-starvation, while the fractions of C16:0 and C14:0 were lower with O_2_-limitation than N-starvation (Fig. 2c,d). Glutamate was exhausted between the sampling points at 140 and 185 h. In this period, the concentrations and fractions of C14:0 and C16:0 increased, probably as a response to the N-depletion. No C16:1 or C18:1 was produced until the last sampling point, where traces (0.14 and 0.07 g/l, respectively) were detected. The volumetric fatty acid productivities were constant (Fig. 2a,c), while the specific productivity decreased due to the increasing fat-free dry weight (Table 1). The specific productivity of DHA was in the same range as for N-starvation, while the specific productivities of the FAS-generated fatty acids were far lower during oxygen limitation than during N-starvation.

**Figure 2:**
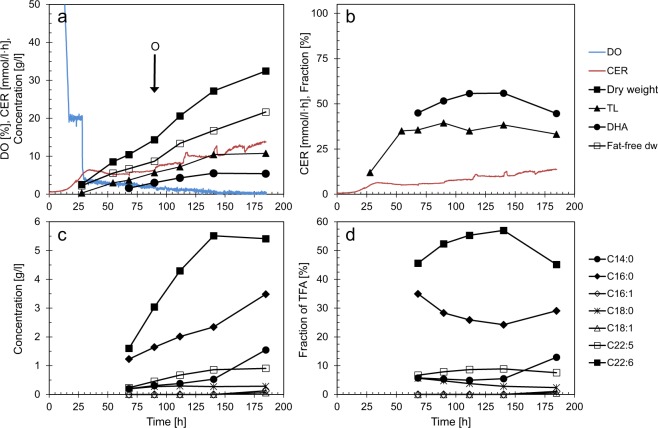
Cell growth and lipid production in fermentations with O_2_-limitation. Data for one of four replicate fermentations are shown. Concentrations are corrected for dilution due to addition of glycerol and acid/base. O: Sampling point for transcriptome analysis. (**a,c**) Concentrations, dissolved oxygen (DO) and CO_2_ emission rate (CER). (**b,d**) Fractions (%): Total lipid (TL) of dry weight (dw); FA (fatty acids) of TFA (total fatty acids)

**Table 1:** Specific productivities (q) of fatty acids under N-starvation and O_2_-limitation with N in excess.

Parameter	N-starvation	N in excess and O_2_-limitation
Fat-free dry weight [g/l]	20 → 35	7 → 17
qTFA [mg/(g·h)]	20 → 10	13 → 5
qFAS [mg/(g·h)]	12 → 6	4 → 1
qDHA [mg/(g·h)]	6 → 3	8 → 3

qTFA, qFAS, qDHA: Specific productivity of total fatty acids, fatty acids originating from FAS, and DHA, respectively.

The values are for the period 60–112 h for N-starvation and 80–140 h for O_2_-limitation and are calculated as volumetric productivities (mg/(l·h)) divided by the fat-free dry weight (g/l). The → indicate the changes during the calculation period.

### Global transcriptome analysis

Sampling for transcriptome analysis from the nitrogen starved fermentations was made during exponential growth (37 h, sample “E”), close to N-depletion (53 h, sample “N1”) and late in the rapid lipid accumulation phase (90 h, sample “N2”), as marked in Fig. 1. In the oxygen limited cultures, sampling for transcriptome analysis was made after 90 h (Sample “O”, Fig. 2). 

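Transcripts were compared between 4 samples of strain T66: E at 37 h, N1 at 53 h, N2 at 90 h and O at 90 h, each with 3 fermentations. E, N1 and N2 came from the same fermentations and O from parallel ones. The authors' deposited table holds 11683 gene models, of which 11647 carry a test in each of 6 comparisons and 36 carry none. It was made with CLC Genomics Workbench 11.0 and its RNA-Seq Analysis tool 2.16, and gives for each pair of samples the higher mean RPKM, the fold change, its log2 value, a p-value and an FDR p. Its 48 columns of single libraries carry names that neither the labels nor the text tie to a sample, and samples were not assigned from their values, so they were not used and no spread between fermentations is given. Mean RPKM of each gene in each sample was recovered here from the fold changes and higher means by least squares, and a standard error implied by each p-value and log2 fold change was computed. By FDR p under 0.05 in the authors' deposited table, 4313 genes were higher and 2749 lower in N1 than in E, 3873 and 3522 in N2 against E, and 2827 and 2787 in O against E. The same counts were 3659 and 3961 for N2 against N1, 3442 and 3905 for O against N1, and 3012 and 3092 for O against N2 in the authors' deposited table. Genes with a recovered mean above 10 RPKM numbered 7704 in E, 9074 in N1, 7560 in N2 and 7856 in O. The median implied standard error of a log2 fold change was 0.185 for N1 against E, 0.194 for N2 against E and 0.192 for both O against E and O against N2. In this order the medians cover 10279, 10545, 11184 and 10865 genes. Among the genes left out are strongly changed ones whose p-value was too low to give a standard error. The log2 fold changes of the table are scaled differently from the mean RPKM: log2 ratios of mean RPKM differ from them by 0.0958 in N1 against E, -0.122 in N2 against E, 0.0308 in O against E, -0.218 in N2 against N1 and 0.153 in O against N2. Over genes with a highest mean of at least 10 RPKM, the median log2 ratio of mean RPKM was 0.17, -0.10, -0.16 and 0.17 for N1 against E, N2 against E, N2 against N1 and O against N2. The median log2 fold changes of the authors' deposited table over the same genes were 0.07, 0.02, 0.06 and 0.02. Changes are given as the table's log2 fold changes, and mean RPKM beside them as levels. Groups of genes were read from 34 lists of annotation words and tested with camera in limma 3.58.1 on the signed z-value of each gene with a preset correlation between genes of 0.01. No correlation was estimated, as the libraries were not used. The p-values of lists are adjusted over the 34 lists within a comparison.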

The total transcriptomes of the four fermentation samples E, N1, N2 and O, were analysed by RNA-sequencing (Supplementary Dataset). All abbreviations of genes and proteins are found in Table 2.

**Table 2:** Protein and gene abbreviations used in text and figures.

Abbreviation	Function
6PGD	6-phosphogluconate dehydrogenase
ACC	Acetyl-CoA carboxylase
ACL	ATP:Citrate lyase
ACO	Aconitase
ACOT	Acyl-CoA thioesterase
ACS	Acetyl-CoA synthetase
ACSL	Acyl-CoA fatty acid synthetase, long-chain
AGPAT	Acylglycerol-3-phosphate acyltransferase
AKGDH	α-ketoglutarate dehydrogenase
AMPD	AMP-deaminase
CS	Citrate synthase
d12D	Δ12 fatty acid desaturase
DGAT	Diacylglycerol acyltransferase
ELO	Fatty acyl-CoA elongase
FAS	Fatty acid synthase 1
FUM	Fumarase
G3PDH	Glycerol-3-phosphate dehydrogenase
G6PDH	Glucose-6-phosphate dehydrogenase
GABAT	γ-aminobutyrate aminotransferase
GAD	Glutamate decarboxylase
GDH	Glutamate dehydrogenase
GK	Glycerol kinase
GPAT	Glycerol-3 phosphate acyl transferase
GS	Glutamine synthetase
GUP	Glycerol uptake protein
ICL	Isocitrate lyase
IDH	Isocitrate dehydrogenase
MCAT	Malonyl-CoA acyltransferase
MDH	Malate dehydrogenase
ME	Malic enzyme
MS	Malate synthase
ORNT	Ornithine transporter
PAP	Phosphatidic acid phosphatase
PDH	Pyruvate dehydrogenase
PEPC	Phosphoenolpyruvate carboxylase
PFA	Polyunsaturated fatty acid synthase
PFAA	Polyunsaturated fatty acid synthase subunit A
PFAB	Polyunsaturated fatty acid synthase subunit B
PFAC	Polyunsaturated fatty acid synthase subunit C
PFAD	Phosphopantetheinyl transferase
PGL	6-phosphogluconolactonase
PGAM	Phosphoglycerate mutase
PYC	Pyruvate carboxylase
PYK	Pyruvate kinase
RPE	Ribulose-5-phosphate 3-epimerase
RPI	Ribose-5-phosphate isomerase
SCL	Succinate-CoA ligase
SDH	Succinate dehydrogenase
SSDH	Succinate semialdehyde dehydrogenase
TLDP	Lipid droplet protein

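The manually annotated genes moved both ways. In the authors' deposited table, 61 were higher and 79 lower in N1 than in E, 86 higher and 68 lower in N2, and 44 higher and 94 lower in O, at FDR p under 0.05. On the scale of mean RPKM it was 70 and 67, 75 and 79, and 47 and 91, so which side is larger in N1 and N2 depends on the scaling. These genes are the study's own choice, and their share of calls does not stand for all genes. Among the whole annotated genome, groups of the translation machinery fell in N1, while ammonium transporters and flagella genes rose. The pyruvate dehydrogenase complex, which turns pyruvate into acetyl-CoA in mitochondria, fell in N1 (adjusted p = 0.00309). Its E1 alpha subunit PDHA had 1013, 595, 513 and 496 mean RPKM in E, N1, N2 and O, with a log2 fold change in N1 of -0.86 (FDR p = 5.06e-07) in the authors' deposited table. Of its 8 list members, 7 were lower and 0 higher in N1 there, and 7 and 0 adjusted over the list alone, with a median of -0.74 in the authors' deposited table. For N2 and O the list gave adjusted p = 0.0545 and adjusted p = 0.0685, and for N2 adjusted p = 0.0448 on the scale of mean RPKM. Genes of oxidative phosphorylation also fell in N1 (adjusted p = 1.67e-06). The beta subunit of mitochondrial ATP synthase (T66009502.1) had 2858, 1364, 1505 and 2039 mean RPKM and fell by 1.16 in N1 on the log2 scale (FDR p = 4.37e-13) in the authors' deposited table. Of 26 members, 21 were lower and 0 higher in N1 in the authors' deposited table, or 23 and 0 adjusted over the list alone. In N2 and O this list gave adjusted p = 0.147 and adjusted p = 0.115. Of the 34 lists, 19 passed an adjusted p under 0.05 for N1 against E, 11 for N2 against E, 8 for O against E, 11 for N2 against N1 and 11 for O against N2. With a correlation of 0.05 these counts were 17, 7, 5, 6 and 3.

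**Figure D1:**
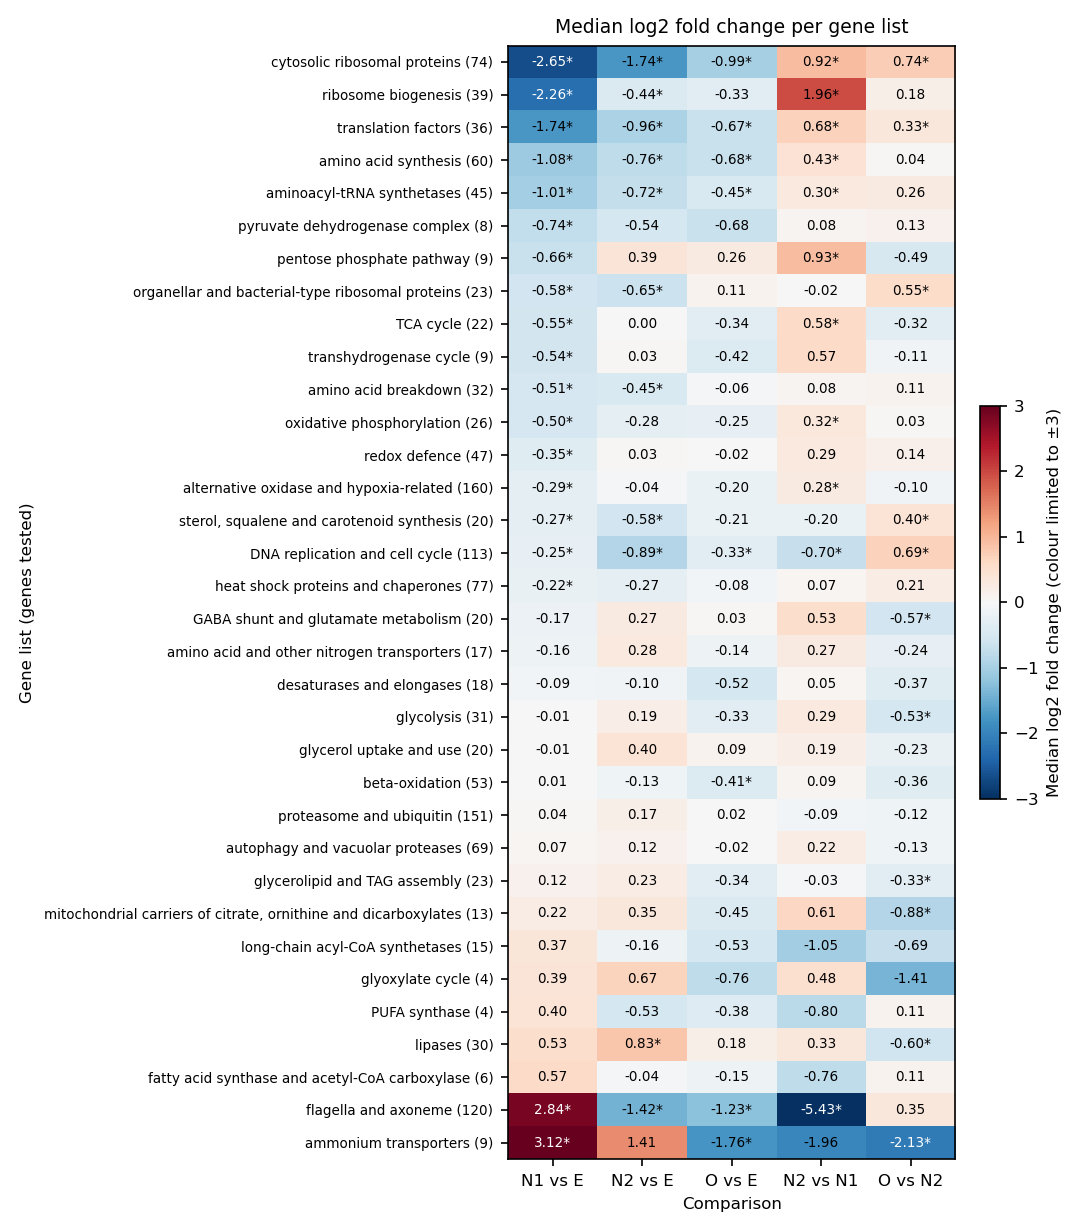
Median log2 fold change of each of the 34 gene lists (vertical axis) in 5 comparisons of samples (horizontal axis), from the authors' deposited table. Red marks lists higher and blue lists lower in the first-named sample, and an asterisk marks an adjusted p under 0.05 by camera. At the top, the block of blue in N1 holds the lists of cytosolic ribosomal proteins, ribosome biogenesis, translation factors, amino acid synthesis and aminoacyl-tRNA synthetases. Medians there are -2.26 for ribosome biogenesis and -1.74 for translation factors. Flagella and axoneme genes are red in N1 and blue in N2 (-1.42) and O (-1.23) against E.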

Genes related to the core metabolism and to lipid synthesis (Fig. 3; Supplementary Information, Table S1), as well as genes that were more than 8-fold differentially expressed between samples E, and N1, N2 and O, respectively, were manually annotated. 

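Several of the strongest risers had no match in Swissprot. T66006853.1, which has no annotation, had 0.493, 2.89, 1043 and 80.1 mean RPKM in E, N1, N2 and O. T66011181.1 and T66005740.1, likewise without annotation, had 10.3, 33.7, 5659 and 3754 and 26.5, 32.9, 4584 and 1691 mean RPKM. In N2 against E the log2 fold changes were 11.17 (FDR p listed as 0), 9.22 (FDR p listed as 0) and 7.55 (FDR p listed as 0) in the authors' deposited table. Over 8-fold at FDR p under 0.05 in N1, N2 or O against E stand 1829 genes in the authors' deposited table, 26 of them in all 3 comparisons and 10 of them among the manually annotated genes. Of the 1829, 870 (47.6%) had no Swissprot match, against 38.5% of the other genes (odds ratio 1.45, Fisher's exact test, two-sided, p = 4.47e-13). Without a TrEMBL match were 587 (32.1%), against 26.5% of the others, and 490 (26.8%) had no match in Swissprot, TrEMBL or InterPro. Unmatched genes were most frequent among the rises: 49.7% of 1179 in N1, 55.2% of 362 in N2 and 60.5% of 86 in O (Fisher's exact test, two-sided, odds ratios 1.56, 1.90 and 2.32, adjusted p = 8.82e-12, 1.33e-08 and 2.83e-04). For the rises in N2 the odds ratio was 1.78 (95% interval 1.42 to 2.23) within quintiles of coding length. Within quintiles of mean RPKM in E, chosen after the result was seen, it was 1.22 (0.983 to 1.51), so low expression in E stays open as a reason. Among the falls in N1 they were less frequent than among other genes, 26.0% of 73 (odds ratio 0.528, Fisher's exact test, adjusted p = 0.0242). Among the falls in N2 and O, 39.8% of 357 and 34.9% of 86 had no match, neither called apart from the other genes (Fisher's exact test, adjusted p = 1 and 0.453).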

The major fraction of the genes that were more than 8-fold differentially expressed, did not show extensive homology to any known proteins. This also applies to T6608762.2, which was the most highly expressed protein-encoding gene in N2 and O, with RPKM-values increasing from ~1000 in the exponential growth phase (E) to 60 000 in N2 and 55 000 in O. In the transition from exponential growth to N-depletion (sample N1), most of the downregulated genes seem to encode ribosomal proteins. Furthermore, two genes encoding key enzymes in amino acid biosynthesis were downregulated; phospho-2-dehydro-3-deoxyheptonate aldolase (T66008847.1 and T66004454.1) and aspartate semialdehyde dehydrogenase (T66005673.1 and T66008425.1). 

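T66008762.2 encodes a short protein (coding length 465 bases) with no recorded function. Its recovered mean was 1026, 1570.5, 59672 and 52485 RPKM in E, N1, N2 and O, which is 0.107, 0.183, 6.36 and 5.53% of the summed RPKM of all genes. As a share of reads, RPKM times coding length, it held 0.0477, 0.0730, 2.77 and 2.44%, a reading chosen after its values were seen. The log2 fold changes against E were 5.98 (FDR p listed as 0) in N2 and 5.65 (FDR p listed as 0) in O in the authors' deposited table. Transcripts of the cytosolic ribosome fell in N1 (adjusted p = 5.67e-37). RPL12 (T66000842.1) and RPS7 (T66010119.2), proteins of the large and the small subunit, had 1914, 205, 372 and 807 and 2319, 255, 423 and 968 mean RPKM. Of 74 ribosomal genes, 72 were lower in N1 and 2 higher in the authors' deposited table, the same adjusted over the list alone, with a median of -2.65. Ribosomal genes make up 2.62% of the 2749 genes lower in N1 in the authors' deposited table, 7.79% of the 924 lower by more than 2-fold, 25.0% of the 284 lower by more than 4-fold and 17.8% of the 73 lower by more than 8-fold. Among the 100 most abundant in E of the genes lower in N1, 69 were ribosomal. Over all 2749 genes lower in N1, ribosomal genes held 44.8% of the RPKM lost. Ribosomal transcripts were 17.9% of all RPKM in E, 3.48% in N1, 5.14% in N2 and 9.48% in O. Other parts of the translation machinery fell with them. NOP56 (T66001458.1), which guides methylation of ribosomal RNA, had 126, 6.51, 42.2 and 69.3 mean RPKM, and the initiation factor subunit eIF3h (T66002255.1) had 197, 36.7, 50.1 and 102. The ribosome biogenesis list was lower in N1 for 38 of 39 members (38 adjusted over the list alone) and the translation factors for 34 of 36 (34 adjusted over the list alone), with 0 higher in either, in the authors' deposited table (adjusted p = 1.87e-21 and adjusted p = 7.87e-19). Both lists rose again from N1 to N2, with medians of 1.96 and 0.68 in the authors' deposited table (adjusted p = 6.38e-15 and adjusted p = 5.94e-06). Ribosomal genes rose from N1 to N2 in 73 of 74 cases (73 adjusted over the list alone), with 0 lower, and were higher in O than in N2 in 70, with 1 lower (also adjusted over the list alone), in the authors' deposited table (adjusted p = 1.09e-15 and adjusted p = 4.20e-13). They stayed below their level in E in N2 and in O, at medians of -1.74 and -0.99 in the authors' deposited table (adjusted p = 9.95e-28 and adjusted p = 1.29e-26).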

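DAHP synthase, the first enzyme of the route to aromatic amino acids, fell strongly at T66008847.1, from 193 mean RPKM in E to 9.25 in N1, and less at T66004454.1, from 302 to 112. Aspartate semialdehyde dehydrogenase leads to lysine, threonine and methionine. Its genes T66005673.1 and T66008425.1 went from 699 to 72.9 and from 169 to 51.3 mean RPKM. In the order named, the log2 fold changes in N1 were -4.48 (FDR p listed as 0), -1.53 (FDR p listed as 0), -3.36 (FDR p listed as 0) and -1.82 (FDR p listed as 0) in the authors' deposited table. All 4 were still lower than E in N2 (-3.34, -1.73, -2.07 and -0.79) and in O (-2.19, -1.60, -1.90 and -1.62) in the authors' deposited table. Asparagine synthetase (T66001900.1) fell too, from 257 to 34.5 mean RPKM in N1. A gene annotated for 3-dehydroquinate synthase (T66005676.1), the step after DAHP synthase, went the other way, with 3.43, 83.6, 21.8 and 110.4 mean RPKM in E, N1, N2 and O. Of 60 genes of amino acid synthesis, 46 were lower and 5 higher in N1 (46 and 6 adjusted over the list alone) in the authors' deposited table, with a median of -1.08 (adjusted p = 3.46e-16). In N2 and O, 42 and 42 were lower and 10 and 6 higher (43 and 43 lower, 10 and 6 higher adjusted over the list alone) in the authors' deposited table (adjusted p = 5.06e-06 and adjusted p = 1.74e-08). It rose again from N1 to N2, by a median of 0.43 in the authors' deposited table (adjusted p = 7.58e-04, but adjusted p = 0.0763 with a correlation of 0.05). The aminoacyl-tRNA synthetases, which load amino acids onto tRNA, fell as a group in N1. Arginyl-tRNA synthetase (T66005811.1) had 111, 35.3, 37.2 and 56.0 mean RPKM. Of 45 members, 42 were lower and 0 higher in N1, the same adjusted over the list alone, with a median of -1.01 in the authors' deposited table (adjusted p = 9.17e-18). They were also lower in N2 and O, with medians of -0.72 and -0.45 in the authors' deposited table (adjusted p = 4.39e-07 and adjusted p = 3.01e-06).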

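Ammonium transporters carry ammonium across the cell membrane. T66005114.1 and T66005112.1 were the most abundant in N1, going from 109 to 2675 and from 105 to 1977 mean RPKM between E and N1. T66007806.1 went from 64.5 to 598 and T66007036.1 from 13.2 to 79.6 mean RPKM. The smallest rise was that of T66007808.1, which was already at 408 mean RPKM in E and reached 749 in N1 and 2021 in N2. The folds in N1 against E were 22.9 for T66005114.1, 17.6 for T66005112.1, 8.67 for T66007806.1 and 1.72 for T66007808.1 in the authors' deposited table, with FDR p listed as 0 for the first 3 and FDR p = 6.91e-06 for the last. The largest fold in the list is 314.9, for T66007224.1, in the authors' deposited table. That gene was below 1 RPKM in E and below 10 RPKM in N1, and was chosen after its values were seen. Of 9 ammonium transporter genes, 8 were higher and 1 lower in N1, the same adjusted over the list alone, with a median of 3.12 in the authors' deposited table (adjusted p = 0.0143). In N2, 5 were higher and 1 lower than in E, also adjusted over the list alone, in the authors' deposited table (adjusted p = 0.291).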

Most genes putatively encoding ammonium transporters were upregulated in N1, ranging from 1.7 to 23-fold. Moreover, the three most upregulated ones were more than five-fold downregulated under O_2_-limitation (O) where glutamate was in excess. These observations are consistent with utilisation of ammonium as nitrogen source in a period after depletion of glutamate. 

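Under oxygen limitation the same transporters were low. T66005114.1 and T66005112.1 stood at 4.76 and 4.50 mean RPKM in O, and T66007806.1 at 12.8. Against E their log2 fold changes in O were -4.55 (FDR p listed as 0), -4.57 (FDR p listed as 0) and -2.36 (FDR p = 1.82e-10) in the authors' deposited table. T66007036.1, another transporter of the family, fell as well, to 3.96 mean RPKM in O, with a log2 fold change of -1.76 (FDR p = 7.13e-08) in the authors' deposited table. T66007808.1 held 513 mean RPKM in O and was not called against E, 0.30 (FDR p = 0.124) in the authors' deposited table. Of the 9 list members, 4 were lower and 0 higher in O than in E, the same adjusted over the list alone, with a median of -1.76 in the authors' deposited table (adjusted p = 0.0461, but adjusted p = 0.122 with a correlation of 0.05). Against N2, 6 were lower and 0 higher, the same adjusted over the list alone, with a median of -2.13 in the authors' deposited table (adjusted p = 0.0120, but adjusted p = 0.0664 with a correlation of 0.05).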

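RSP3 (T66005059.1), a protein of the radial spokes of the flagellum, had 0.0544, 50.4, 0.510 and 0.0236 mean RPKM in E, N1, N2 and O. SPEF2 (T66008314.1), needed to build the sperm flagellum in animals, had 0.127, 25.7, 0.372 and 0.0730. Beside these flagellar genes stood a gene similar to a DOT1 histone methyltransferase (T66008911.1), with 0.661, 44.3, 0.220 and 0.0692, and T66007136.1, which has no annotation, with 0.126, 17.4, 0.103 and 0.0821 mean RPKM. For the rise in N1 over E the values were 9.76 (FDR p listed as 0), 7.56 (FDR p listed as 0), 5.97 (FDR p listed as 0) and 7.01 (FDR p listed as 0) on the log2 scale in the authors' deposited table. With at least 10 RPKM in N1 and under 1 RPKM in E, N2 and O stood 256 genes, by recovered means. Of these, 126 had a Swissprot match and 130 had none. With under 2 RPKM in the other samples in place of 1, limits chosen after the values were seen, the count was 454.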

A few genes had very low transcript levels in all samples except N1. Most of these seem to encode flagella-related proteins. Also, a significant number of the genes encoding hypothetical proteins that predominantly were expressed in N1, contain motifs consistent with being involved in motility. This correlates with release of zoospores, which were observed just after N-depletion.

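Genes of the flagellum and its axoneme rose in N1 almost as a whole. CFAP36 (T66005209.1), a protein of cilia and flagella, went from 0.0799 mean RPKM in E to 86.7 in N1 and was at 2.76 in N2. The intraflagellar transport proteins IFT46 (T66001040.1) and IFT56 (T66010400.1), which carry flagellar parts to the tip, were already at 12.2 and 6.45 mean RPKM in E, rose to 146 and 105 in N1, and were at 1.40 and 0.815 in N2. In N1 these 3 genes had log2 fold changes of 9.99 (FDR p listed as 0), 3.48 (FDR p = 3.13e-15) and 3.93 (FDR p = 1.59e-15) in the authors' deposited table. Of 120 flagella and axoneme genes, 113 were higher and 3 lower in N1 than in E, the same adjusted over the list alone, with a median of 2.84 in the authors' deposited table (adjusted p = 7.78e-23). In N2, 85 were lower and 9 higher than in E, and in O 76 lower and 3 higher, in the authors' deposited table (86 and 9, and 77 and 3, adjusted over the list alone, adjusted p = 2.86e-10 and adjusted p = 1.58e-13). Between N1 and N2 the list fell, with a median of -5.43 in the authors' deposited table, with 116 of 120 lower and 2 higher (117 and 2 adjusted over the list alone, adjusted p = 1.85e-27). They made up 0.209% of all RPKM in E, 1.31% in N1, 0.0929% in N2 and 0.102% in O. Among the 256 genes expressed in N1 alone, 10 (3.91%) were on the flagella and axoneme list, against 1.13% of the other 9412 genes that reach 10 RPKM in some sample (odds ratio 3.57, Fisher's exact test, two-sided, p = 9.87e-04). Of the 126 with a Swissprot match they were 7.94%. With the wider limit of 2 RPKM, 27 of 454 were on the list (5.95%). These counts and shares are lower bounds, since the annotation words of the list leave out some matches to flagellar proteins, among them kinesins and a sperm-tail protein seen when the 256 genes were read. How many were left out was not counted, and 130 of the 256 have no Swissprot match, so the flagellar share stays open.

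**Figure D2:**
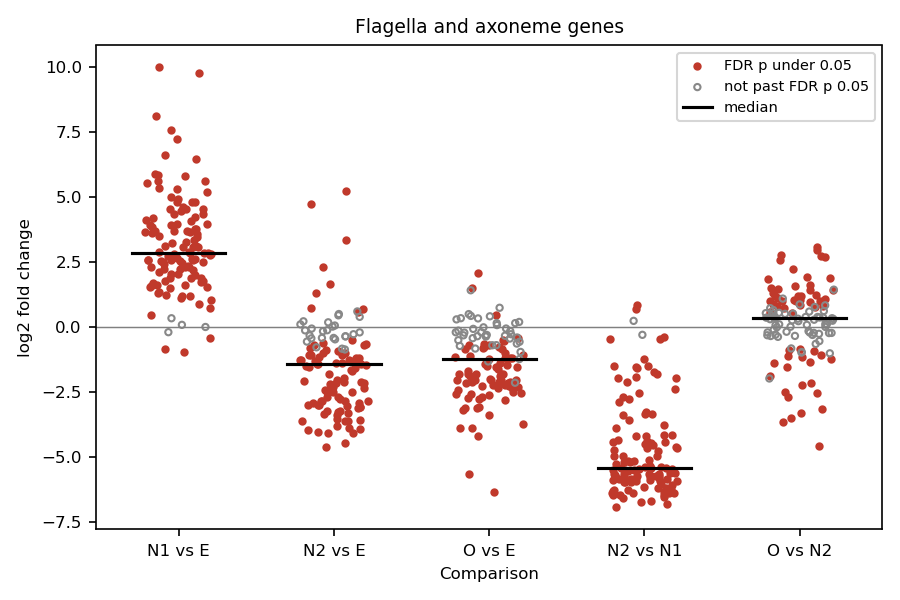
Log2 fold changes of the 120 flagella and axoneme genes (vertical axis) in each comparison of samples (horizontal axis), from the authors' deposited table. Each point is a gene, filled where its FDR p is under 0.05 and open elsewhere, and the bar marks the median. Most points lie above 0 in N1 against E (median 2.84) and below 0 in N2 and O against E, and the median is lowest in N2 against N1 (-5.43).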

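Calcium-binding and motor domains marked the genes most tied to N1. Over 4-fold higher in N1 than in each of E, N2 and O were 913 genes with a highest mean of at least 10 RPKM, at FDR p under 0.05 in the authors' deposited table, 86 of them flagella and axoneme genes. Of the 913, 397 had no Swissprot match, and 118 of these carried an InterPro entry. Among those without a match, the IQ motif, to which calmodulin binds, was held by 15 of the 21 such genes with at least 10 RPKM in some sample that carry it (odds ratio 20.0, Fisher's exact test, one-sided, adjusted p = 1.25e-08). The EF-hand domain, which binds calcium, was held by 19 of 35 (odds ratio 9.57, Fisher's exact test, adjusted p = 2.32e-08). A pair of other EF-hand entries passed as well, with 13 of 24 for the EF-hand calcium-binding site and 5 of 9 for the EF-hand domain pair (Fisher's exact test, adjusted p = 9.05e-06 and 0.0297). Of 72 entries tested, these 4 passed an adjusted p under 0.05. A gene can carry several entries, here and below, so entries that passed are not independent results, and their overlap was not counted. Over all genes with at least 10 RPKM in some sample, with or without a match, 41 of 727 entries passed. The lowest p-values were again those of the EF-hand domain, held by 65 of 145 genes, and of other calcium-linked entries, among them the IQ motif with 41 of 77 (Fisher's exact test, adjusted p = 1.94e-26 and 4.21e-20). Motor domains came next. The dynein heavy chain domain-2 entry, part of the motor that bends the axoneme, was held by 17 of the 18 such genes that carry it (Fisher's exact test, adjusted p = 7.88e-15). For the kinesin motor domain it was 22 of 58 and for the cyclic nucleotide-binding fold 19 of 45 (Fisher's exact test, adjusted p = 3.31e-07 and 4.19e-07). Entries of general kind passed as well, such as the WD40 repeat with 38 of 178 and the ankyrin repeat with 32 of 157 (Fisher's exact test, adjusted p = 4.31e-05 and 5.73e-04).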

**Figure 3:**
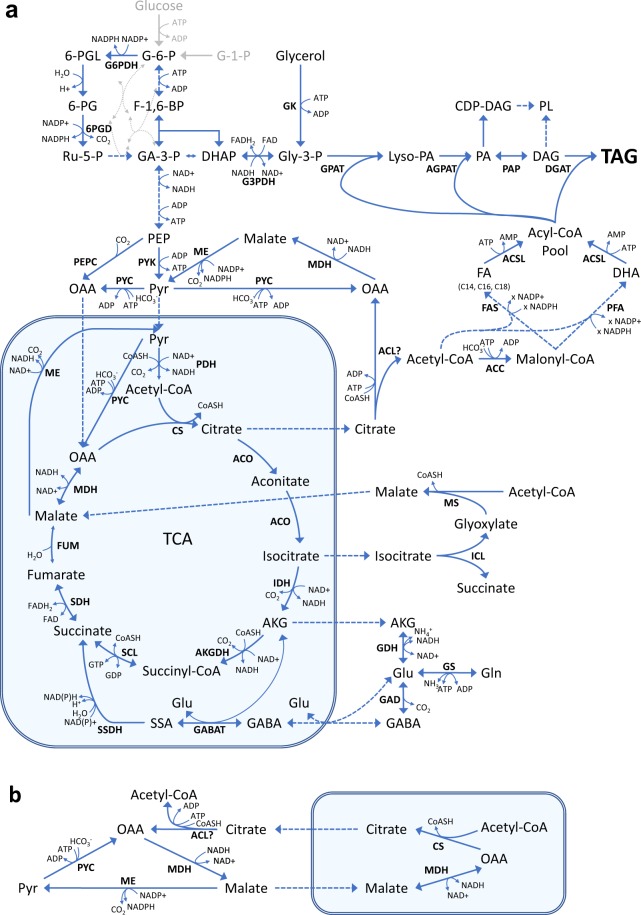
Metabolic pathways for synthesis of fatty acids and their precursors. The mitochondrion is boxed. (**a**) Overall picture; (**b**), close-up of the citrate/malate cycle and the transhydrogenase cycle. G-1-P: Glucose-1-phosphate; G-6-P: Glucose-6-phosphate; F-1,6-BP: Frucose-1,6-diphosphate; GA-3-P: Glyceraldehyde-3-phosphate; DHAP: Dihydroxyacetone phosphate; Gly-3-P: Glycerol-3-phosphate; 6-PGL: 6-phosphogluconolactone; 6-PG: 6-phosphogluconate; Ru-5-P: Ribulose-5-phosphate; PEP: Phosphoenolpyruvate; Pyr: Pyruvate; AKG: α-ketoglutarate; Gln: Glutamine; Glu: Glutamate; GABA: γ-butyrate; SSA: Succinate semialdehyde; OAA: Oxaloacetate; Lyso-PA: Lyso-phosphatidic acid; PA: Phosphatidic acid; CDP-DAG: Cytidine-diphosphate diacylglycerol; PL: Phospholipid; DAG: Diacylglycerol; TAG: Triacylglycerol; Abbreviations for enzymes and genes: See Table 2.

Since the aim of this study was to understand factors affecting the DHA biosynthesis, the main emphasis was the pathways needed for fatty acid and lipid biosynthesis (Fig. 3), and these were analysed in more detail.

### Expression of genes involved in generation of energy and reducing power

Although glycerol was in excess during the fermentations, the preferred glycerol uptake facilitator protein apparently changed between the samples N1 and N2, as indicated by the shift in expression levels of the genes GUP-2 and GUP-3 (Fig. 4a). This is most likely related to the cessation of active cell growth between the N1 and N2 sampling points, see fermentations. 

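GUP-2 and GUP-3 encode putative glycerol uptake facilitators, and they moved in opposite directions. GUP-2 went from 84.7 mean RPKM in E to 266 in N1 and 42.6 in N2. GUP-3 was at 10.4 and 14.1 mean RPKM in E and N1 and reached 83.6 in N2. Between N1 and N2 the log2 fold change of GUP-2 was -2.43 (FDR p listed as 0) and that of GUP-3 2.79 (FDR p listed as 0) in the authors' deposited table. The remaining gene of the family, GUP-1, rose from 0.559 mean RPKM in E to 46.6 in N1 and was at 15.0 in N2. In O, GUP-1 was at 0.566, GUP-2 at 39.5 and GUP-3 at 20.1 mean RPKM. Against E, GUP-2 fell and GUP-3 rose in O, with log2 fold changes of -1.13 (FDR p listed as 0) and 0.91 (FDR p = 0.00132), and GUP-1 was not called, -0.01 (FDR p = 0.993), in the authors' deposited table. The wider list of glycerol uptake and use did not move as a group in N1, N2 or O against E (adjusted p = 0.798, adjusted p = 0.429 and adjusted p = 0.895). Of its 20 members, 5, 7 and 3 were higher and 0, 1 and 2 lower in the authors' deposited table, the same adjusted over the list alone.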

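Aconitase (ACO), which converts citrate to isocitrate, rose in N2, from 572 to 988 mean RPKM, with a log2 fold change of 0.91 (FDR p = 1.86e-08) in the authors' deposited table. Aldolase (ALDO), which splits fructose bisphosphate in glycolysis, rose in N2 as well, from 1009 to 1622 mean RPKM (0.81 at FDR p = 4.55e-07 in the authors' deposited table). A phosphoglycerate mutase gene (T66009774.1) had 12.5, 32.9, 65.3 and 23.6 mean RPKM in E, N1, N2 and O, and a gene annotated as cytosolic enolase (T66006624.1) had 2.21, 40.8, 0.451 and 0.0807, with a peak in N1. In N1 several enzymes of the TCA cycle fell. Of the genes of the 2-oxoglutarate dehydrogenase complex, AKGDH-1 and AKGDH-3 went from 312 to 197 and from 262 to 135 mean RPKM. The isocitrate dehydrogenase gene IDH-2 went from 369 to 206. The log2 fold changes of the 3 genes in N1 were -0.76 (FDR p = 1.90e-06), -1.05 (FDR p = 9.09e-15) and -0.93 (FDR p = 4.62e-08) in the authors' deposited table. Of 22 TCA cycle genes, 18 were lower and 1 higher in N1, the same adjusted over the list alone, with a median of -0.55 in the authors' deposited table (adjusted p = 4.43e-05). In N2, 5 were higher and 5 lower than in E, the same adjusted over the list alone, with a median of 0.0043 in the authors' deposited table (adjusted p = 0.931). From N1 to N2, 17 rose and 0 fell (17 and 1 adjusted over the list alone), with a median of 0.58 in the authors' deposited table (adjusted p = 7.58e-04). Of 31 glycolysis genes, 9 were higher and 6 lower in N1, and 11 higher and 7 lower in N2, the same adjusted over the list alone, in the authors' deposited table. As a group they did not move (adjusted p = 0.815 for N1 and adjusted p = 0.424 for N2).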

None of the genes of the glycolysis or tricarboxylic acid cycle (TCA) had significant changes in expression levels between E and N2, while many of the TCA-genes were temporarily downregulated in the transition phase (N1) (Supplementary Information, Table S1). A gene annotated as a pyruvate kinase (T66000705) was an exception to this trend, it was upregulated in both N1 and N2.

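Pyruvate kinase makes pyruvate at the end of glycolysis. PYK-1 (T66000705.1) was at 271 mean RPKM in E, 589 in N1, 416 in N2 and 283 in O. It rose in N1 and in N2, by 1.02 (FDR p = 8.73e-10) and 0.74 (FDR p = 1.26e-05) on the log2 scale in the authors' deposited table, and was not called in O (0.03 at FDR p = 0.906 in the authors' deposited table).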

**Figure 4:**
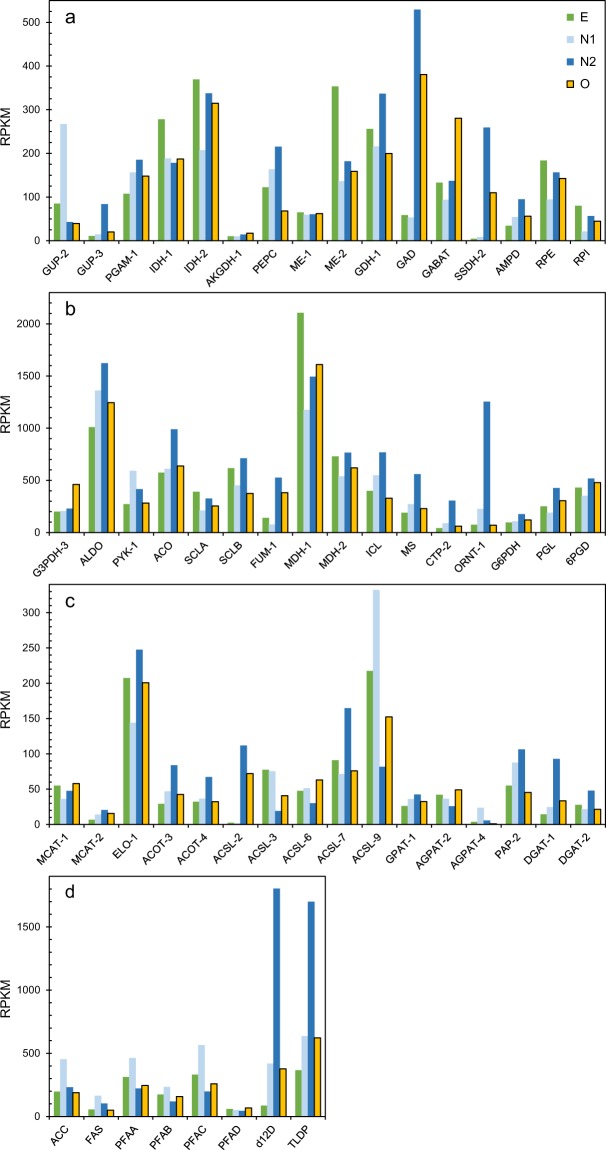
Expression of genes related to generation of energy and reducing power (**a,b**) and genes related to fatty acid and TAG-synthesis (**c,d**), as RPKM (Reads Per Kilobase Million). E: Exponential growth; N1: Glutamate exhaustion; N2: Rapid lipid accumulation phase; O: Oxygen limitation. E, N1 and N2 are from the same fermentations, while O is from parallel fermentations with similar conditions under exponential growth (E). Abbreviations: See Table 2.

Fatty acid synthesis requires reducing power as NADPH. The main source of NADPH for fatty acid synthesis in oleaginous microorganisms is assumed to be malic enzyme (ME)^14^, which converts malate to pyruvate as part of the transhydrogenase cycle (Fig. 3b). However, the genes encoding the enzymes of the transhydrogenase cycle were unchanged or downregulated in the N1 and N2 samples. On the other hand, genes encoding enzymes involved in generation of malate were upregulated in N2, such as *ICL* and *MS* of the glyoxylate cycle and the fumarase *FUM*-1 (Fig. 4b). 

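Malic enzyme, malate dehydrogenase and pyruvate carboxylase pass electrons from NADH to NADPH when they run as a cycle. ME-2, a malic enzyme, fell from 353 mean RPKM in E to 136 in N1 and 181 in N2. Malate dehydrogenase MDH-1 was at 2105, 1171 and 1492 mean RPKM and pyruvate carboxylase (PYC) at 20.5, 16.0 and 20.9 in E, N1 and N2. Phosphoenolpyruvate carboxylase (PEPC), which also makes oxaloacetate, took another course. It went from 122 mean RPKM in E to 215 in N2. In N1 the log2 fold changes of ME-2, MDH-1 and PYC were -1.47 (FDR p listed as 0), -0.94 (FDR p = 5.46e-09) and -0.45 (FDR p = 0.00285) in the authors' deposited table. In N2 they were -0.84 (FDR p = 1.08e-06), -0.37 (FDR p = 0.0264) and 0.15 (FDR p = 0.358), and that of PEPC was 0.94 (FDR p = 3.87e-08), in the authors' deposited table. The second malate dehydrogenase, MDH-2, fell in N1 (-0.54 at FDR p = 0.00157) and was not called in N2 (0.19 at FDR p = 0.291) in the authors' deposited table. Of 9 genes of the transhydrogenase cycle, 6 were lower and 1 higher in N1, the same adjusted over the list alone, with a median of -0.54 in the authors' deposited table (adjusted p = 0.0119). In N2, 3 were lower and 2 higher than in E, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.882).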

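Isocitrate lyase (ICL) and malate synthase (MS) together turn isocitrate and acetyl-CoA into malate and succinate. ICL rose from 398 mean RPKM in E to 768 in N2 and MS from 188 to 559. Their log2 fold changes in N2 against E were 1.07 (FDR p = 3.57e-10) and 1.69 (FDR p listed as 0) in the authors' deposited table. In N1 they stood at 546 and 270.4 mean RPKM, with log2 fold changes of 0.36 (FDR p = 0.0484) and 0.43 (FDR p = 0.0178) in the authors' deposited table, calls that both ended when the fold changes were centred on their median. In O, ICL was at 329 and MS at 229.7 mean RPKM, neither called against E, and both were lower than in N2, with log2 fold changes of -1.38 (FDR p = 1.55e-15) and -1.44 (FDR p listed as 0) in the authors' deposited table. The glyoxylate list has 4 members, and did not pass in N2 (adjusted p = 0.611, with 2 higher and 1 lower in the authors' deposited table, also adjusted over the list alone).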

*FUM*-1, which is predicted to be cytoplasmic by the prediction tool BaCelLo^15^, was 3.7-fold upregulated in the lipid accumulation phase. 

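FUM-1 converts fumarate to malate. It was at 139.8 mean RPKM in E, fell to 74.7 in N1, rose to 523 in N2 and stood at 382 in O. The ratio of its mean RPKM in N2 to that in E was 3.74, and the fold 4.07 in the authors' deposited table (FDR p listed as 0). The fall in N1 (FDR p = 6.50e-08) and the rise in O, by 1.42 (FDR p = 1.88e-14), passed against E in the authors' deposited table.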

Two enzymes of the pentose phosphate pathway (PPP), glucose-6-P-dehydrogenase (G6PDH) and 6-phosphogluconate dehydrogenase (6PGDH), are other sources of NADPH. 

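Glucose-6-phosphate dehydrogenase (G6PDH) makes the first NADPH of the pentose phosphate pathway and 6-phosphogluconate dehydrogenase (6PGD) the next. G6PDH was at 94.6, 106, 174 and 120.4 mean RPKM in E, N1, N2 and O. 6PGD was at 429, 349, 515 and 479. In N2 the log2 fold change of G6PDH was 1.00 (FDR p = 1.86e-11) and that of 6PGD 0.39 (FDR p = 0.0271) in the authors' deposited table. The call of 6PGD ended on the scale of mean RPKM, where its ratio of N2 to E was 1.20. The pathway as a list fell in N1 and rose from N1 to N2. Ribose-5-phosphate isomerase (RPI), of its non-oxidative part, went from 79.6 to 20.7 mean RPKM in N1 and to 56.3 in N2. A gene similar to 6-phosphogluconolactonase (T66004786.1) rose from 41.2 to 145 in N1 and was at 132 in N2. Of 9 members, 7 were lower and 1 higher in N1, with a median of -0.66, and 1 was lower and 5 higher in N2, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.0143 for N1 and adjusted p = 0.429 for N2). From N1 to N2, 7 rose and 0 fell, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.00372).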

*G6PDH* was slightly upregulated in N2 (1.8-fold), while *6PGDH* was not affected. Interestingly, genes putatively encoding two steps of the γ-aminobutyric acid (GABA)-shunt, glutamate decarboxylase (GAD) and succinate semialdehyde dehydrogenase (SSDH), were strongly upregulated in the lipid accumulation phase, 9 and 62 times, respectively (Fig. 4a). 

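Glutamate decarboxylase (GAD) turns glutamate into GABA and succinate semialdehyde dehydrogenase (SSDH) makes succinate from its product. GAD was at 58.2 mean RPKM in E, 52.6 in N1 and 528 in N2. The SSDH gene T66005295.1 was at 4.20, 8.19 and 259. Ratios of mean RPKM in N2 to E were 9.06 and 61.6, and the folds 9.86 and 67.1 in the authors' deposited table (FDR p listed as 0 for both). In N1, GAD was not called (-0.24 at FDR p = 0.250) and the SSDH gene rose (0.87 at FDR p = 3.12e-06) in the authors' deposited table. Other genes of glutamate metabolism moved in N2. A glutamine synthetase gene (T66008220.1) went from 23.3 mean RPKM in E to 164 in N2, while another (T66005138.1) peaked in N1 at 104 mean RPKM against 30.6 in E. Glutamate dehydrogenase GDH-1 rose in N2, from 256 to 336. The transaminase of the shunt, ABAT, was at 133 mean RPKM in E and 136 in N2, with a log2 fold change of 0.16 (FDR p = 0.384) in the authors' deposited table. Of 20 genes of the GABA shunt and glutamate metabolism, 10 were higher and 4 lower in N2 (10 and 5 adjusted over the list alone), and 5 higher and 5 lower in N1, also adjusted over the list alone, in the authors' deposited table. The list did not pass in N2 (adjusted p = 0.223) or in N1 (adjusted p = 0.590), and its annotation words leave out the SSDH gene T66005295.1.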

The GABA-shunt bypasses two steps of the TCA-cycle, from α-ketoglutaric acid to succinate (Fig. 3), and SSDH may use NADP as cofactor. In summary, no identified genes encoding the main NADPH-forming enzymes were upregulated in the lipid accumulation phase, but significant upregulations were observed for some genes that indirectly may be involved in NADPH-generation.

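The malic enzyme genes and the isocitrate dehydrogenases, which can form NADPH, did not rise in N2. G6PDH, another source of NADPH, did rise in N2, with a fold of 2.00 in the authors' deposited table and a ratio of mean RPKM of 1.84. ME-1 was at 64.3, 58.8, 60.3 and 62.2 mean RPKM in E, N1, N2 and O and was not called in any of N1, N2 or O against E (-0.22 at FDR p = 0.161, 0.03 at FDR p = 0.878 and -0.08 at FDR p = 0.677 in the authors' deposited table). IDH-1 fell from 278 mean RPKM in E to 178 in N2, with a log2 fold change of -0.52 (FDR p = 3.90e-04) in the authors' deposited table. IDH-2 was at 337 mean RPKM in N2 and was not called against E (-0.01 at FDR p = 0.974 in the authors' deposited table).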

### Expression of genes in pathways that generate malonyl-CoA

The initiating step in fatty acid synthesis is the conversion of acetyl-CoA to malonyl-CoA by the enzyme acetyl-CoA carboxylase (ACC). 

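Acetyl-CoA carboxylase (ACC) makes malonyl-CoA, the unit from which fatty acids are built. It was at 196 mean RPKM in E and 451 in N1, a ratio of 2.30, with a log2 fold change of 1.11 (FDR p = 1.29e-10) in the authors' deposited table. MCAT-2, a malonyl-CoA:ACP transacylase that hands malonyl groups to the synthase, was at 6.47, 13.7, 20.4 and 15.6 mean RPKM in E, N1, N2 and O, with log2 fold changes of 0.99 (FDR p = 2.33e-10) in N1 and 1.78 (FDR p listed as 0) in N2 in the authors' deposited table. MCAT-1 fell in N1, from 54.9 to 35.9 mean RPKM, with a log2 fold change of -0.71 (FDR p = 7.71e-05) in the authors' deposited table. The list of fatty acid synthase and acetyl-CoA carboxylase genes has 6 members and also holds PUFA-synthase subunits. In N1, 4 of them were higher and 0 lower, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.205).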

*ACC* was two-fold upregulated in N1 (Fig. 4d). In oleaginous microorganisms, the onset of lipid accumulation when nitrogen is exhausted, is triggered by an increased activity of AMP-deaminase (AMPD). Isocitrate dehydrogenase in the TCA-cycle is dependent on AMP. Reduced levels of AMP decreases the conversion of isocitrate, which in turn leads to accumulation of citrate^16^. 

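AMP deaminase (AMPD) breaks AMP down to IMP and ammonia. AMPD was at 34.0 mean RPKM in E, 53.9 in N1, 94.6 in N2 and 56.2 in O, so that ratios to E were 1.59, 2.78 and 1.65. Its log2 fold changes were 0.57 (FDR p = 1.33e-04), 1.60 (FDR p listed as 0) and 0.70 (FDR p = 4.60e-06) in the authors' deposited table. O was lower than N2, with a log2 fold change of -0.90 (FDR p = 7.12e-10) in the authors' deposited table.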

The expression of *AMPD* increased 1.6-fold in sample N1 and further to 2.8-fold in the lipid accumulation phase (Fig. 4a). In all studied oleaginous microorganisms, citrate is transported out of the mitochondria and split to oxaloacetate and acetyl-CoA by the enzyme ATP:Citrate lyase (ACL). ACL is thus a key enzyme in oleaginous microorganisms, by providing both acetyl-CoA and malate (Fig. 3). However, no gene with any significant similarity to known ACL genes was identified in the T66 genome. The best hit was the probable succinate-CoA ligase (T66006817.1), which belongs to the same protein family as ACL.

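The succinate-CoA ligase gene T66006817.1 (SCLA, the alpha subunit) was at 389.8, 209.6, 324 and 255 mean RPKM in E, N1, N2 and O. It fell in N1, with a log2 fold change of -0.99 (FDR p = 1.38e-12), and was not called in N2 against E (-0.14 at FDR p = 0.354), in the authors' deposited table. SCLB, annotated as the beta subunit, had 616, 449, 711 and 375 mean RPKM, with log2 fold changes of -0.55 (FDR p = 8.98e-04) in N1 and 0.33 (FDR p = 0.0550) in N2 in the authors' deposited table.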

### Expression of genes involved in fatty acid and triacylglycerol synthesis

Genes encoding FAS and the three PUFA-synthase subunits A, B and C (PFAA, PFAB, PFAC) were all identified in strain T66. These genes had their highest expression levels at the transition stage (N1). 

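FAS makes saturated fatty acids and the PUFA-synthase makes DHA. FAS was at 54.0 mean RPKM in E and 163 in N1. PFAA went from 312 to 461, PFAB from 173 to 233 and PFAC from 331 to 563 mean RPKM. FAS, PFAA and PFAC rose in N1, with log2 fold changes of 1.50 (FDR p listed as 0), 0.47 (FDR p = 0.0117) and 0.67 (FDR p = 1.73e-04) in the authors' deposited table. PFAB was not called (0.33 at FDR p = 0.0783 in the authors' deposited table), but passed on the scale of mean RPKM, with a ratio of 1.34. The PUFA-synthase list, whose 4 members hold these 3 subunits and a polyketide synthase gene (T66003189.1, at 27.9, 3.12, 10.3 and 3.27 mean RPKM), did not pass in N1 (adjusted p = 0.815). Of its members 2 were higher and 1 lower, or 3 and 1 adjusted over the list alone, in the authors' deposited table.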

For the PUFA-synthase genes, the expression levels were lower in the rapid lipid accumulation phase (N2) than under cell multiplication (E), while *FAS* maintained a higher expression level in the lipid accumulation phase than in the growth phase (Figs. 4d, 5). 

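In N2, PFAA stood at 221, PFAB at 118 and PFAC at 198 mean RPKM, all lower than in E. Their log2 fold changes against E were -0.37 (FDR p = 0.0450), -0.43 (FDR p = 0.0179) and -0.62 (FDR p = 5.41e-04) in the authors' deposited table. FAS was at 103 mean RPKM in N2, higher than in E by 1.05 (FDR p = 6.09e-11) in the authors' deposited table. From N1 to N2, FAS and all 3 subunits fell, with log2 fold changes of -0.45 (FDR p = 0.00657) for FAS, -0.84 (FDR p = 2.30e-06) for PFAA, -0.76 (FDR p = 1.52e-05) for PFAB and -1.29 (FDR p = 1.02e-13) for PFAC in the authors' deposited table. The PUFA-synthase list had 4 of 4 members lower in N2, also adjusted over the list alone, in the authors' deposited table, and did not pass as a group (adjusted p = 0.223).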

A gene that was annotated as a Δ12-desaturase had high expression levels and was the most upregulated (21-fold) in the lipid accumulation phase (Fig. 4d). 

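The gene d12D (T66002957.1) is annotated as a Δ12-desaturase, a kind of enzyme that adds a double bond to oleic acid, and the annotation does not show what it makes in this strain. It was at 85.03 mean RPKM in E, 416 in N1, 1806 in N2 and 378 in O. The ratio of mean RPKM in N2 to E was 21.2, and the log2 fold change 4.53 (FDR p listed as 0) in the authors' deposited table. It also rose in N1 and O, by 2.19 (FDR p listed as 0) and 2.12 (FDR p listed as 0) in the authors' deposited table.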

A few other desaturases and elongases were also upregulated in the lipid accumulation phase (Supplementary Information, Table S1). 

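A Δ6-desaturase (d6D) rose from 4.18 mean RPKM in E to 11.9 in N2, and an elongase similar to ELOVL4 (T66004749.1), which lengthens very long chains, from 1.64 to 18.3. The elongase ELO-1 was at 207 and 247 mean RPKM. Their log2 fold changes in N2 were 1.63 (FDR p = 1.49e-06), 3.60 (FDR p listed as 0) and 0.38 (FDR p = 0.0213) in the authors' deposited table, and that of ELO-1 was no longer called on the scale of mean RPKM. Others fell: the elongase ELO-5 went from 27.2 to 5.55 mean RPKM and the Δ4-desaturase d4D from 44.5 to 20.8. Of 18 desaturases and elongases, 6 were higher and 7 lower in N2 than in E, and 5 and 5 in N1, the same adjusted over the list alone, in the authors' deposited table. They did not move as a group (adjusted p = 0.804 for N2 and adjusted p = 0.750 for N1).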

Fatty acids and phospholipids are required for cell multiplication, while triacylglycerols are not. It is therefore likely that the amount of proteins that are specific for the synthesis of TAGs and lipid droplets will increase at the onset of TAG accumulation. Long-chain acyl-CoA synthases add CoA to the fatty acids as activation for TAG-synthesis or for fatty acid degradation. T66 contains many variants of these genes, probably encoding enzymes with different fatty acid-specificities. Several of these genes were upregulated, some at the transition and some in the lipid accumulation phase (Fig. 4c; Supplementary Table S1). 

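Long-chain acyl-CoA synthetases (ACSL) charge free fatty acids with CoA. ACSL-2 was low in E and N1, at 2.16 and 1.52 mean RPKM, and reached 111 in N2 and 72.3 in O. ACSL-13 peaked in N1, at 24.8 mean RPKM against 1.73 in E, and was at 8.45 in N2. ACSL-7 rose in N2, from 90.7 to 165, while ACSL-3 fell from 77.4 to 18.8. The log2 fold changes in N2 were 5.81 (FDR p listed as 0), 2.41 (FDR p = 3.65e-15), 0.98 (FDR p = 1.26e-10) and -1.92 (FDR p listed as 0) in the authors' deposited table, and that of ACSL-13 in N1 was 3.74 (FDR p listed as 0) in the authors' deposited table. Of the 14 ACSL genes, 5 were higher and 5 lower in N1, 5 higher and 8 lower in N2, and 3 higher and 8 lower in O against E in the authors' deposited table. A list of 15 long-chain acyl-CoA synthetases found by annotation words, which shares most but not all of its members with these, did not pass in N1 (adjusted p = 0.581) or N2 (adjusted p = 0.920), with 8 higher and 3 lower in N1 (also adjusted over the list alone) and 6 and 6 in N2 (6 and 7 adjusted over the list alone) in the authors' deposited table.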

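Glycerol-3-phosphate acyltransferases (GPAT) add the first fatty acid to the glycerol backbone. GPAT-1 was at 43.1, 68.5, 54.6 and 48.2 mean RPKM in E, N1, N2 and O, and GPAT-2 at 26.0, 35.8, 42.2 and 32.3. Both rose in N1 and N2, with log2 fold changes in N2 of 0.46 (FDR p = 4.97e-04) and 0.82 (FDR p = 1.43e-07) in the authors' deposited table. In N1 they were 0.57 (FDR p = 1.45e-05) and 0.37 (FDR p = 0.0258) in the authors' deposited table, and the second of these calls ended when the fold changes were centred on their median. GPAT-3 peaked in N1, at 14.0 mean RPKM against 2.36 in E. GPAT-4 fell in N1, N2 and O, from 98.8 mean RPKM in E to 53.1, 44.9 and 37.9, with log2 fold changes of -0.99 (FDR p = 3.65e-10), -1.02 (FDR p = 1.30e-10) and -1.41 (FDR p listed as 0) in the authors' deposited table.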

An acyltransferase identified in *A. limacinum*^17^, which adds DHA to glycerol-3-phosphate, was also identified in T66 (GPAT-1, Fig. 4c). Diacylglycerol acyltransferase (DGAT) adds the third fatty acid to DAG to produce TAG. 

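Diacylglycerol acyltransferases (DGAT) add the last fatty acid and so complete triacylglycerol. DGAT-1 was at 14.1, 24.4, 92.5 and 33.6 mean RPKM in E, N1, N2 and O and DGAT-2 at 27.6, 21.3, 47.7 and 21.4. In N2 they rose by 2.84 (FDR p listed as 0) and 0.91 (FDR p = 2.13e-11) on the log2 scale, while DGAT-3 and DGAT-4 were not called (-0.25 at FDR p = 0.121 and -0.14 at FDR p = 0.541), in the authors' deposited table. DGAT-3 passed as a fall on the scale of mean RPKM, with a ratio of N2 to E of 0.775. PAP-2, a phosphatidate phosphatase of the step before, rose in N2, by 1.08 (FDR p = 5.96e-10) in the authors' deposited table. Of 23 genes of glycerolipid and TAG assembly, 11 were higher and 7 lower in N1, and 10 higher and 6 lower in N2, the same adjusted over the list alone, in the authors' deposited table. The list did not move as a group in N1 (adjusted p = 0.857), in N2 (adjusted p = 0.807) or in O (adjusted p = 0.126).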

Two of the putative genes encoding this enzyme were considerably upregulated in the lipid accumulation phase (Fig. 4c). The gene encoding the thraustochytrid-specific lipid droplet protein (TLDP1)^3^, was five-fold upregulated in N2 (Fig. 4d). It is not unlikely that lipid degradation occurs simultaneously with lipid synthesis. 

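TLDP, the gene of the lipid droplet protein, was at 365 mean RPKM in E, 634 in N1, 1699.6 in N2 and 622 in O. The ratio of its mean RPKM in N2 to E was 4.66, and its log2 fold changes against E were 0.70 (FDR p = 3.87e-05) in N1, 2.34 (FDR p listed as 0) in N2 and 0.74 (FDR p = 2.37e-05) in O in the authors' deposited table. O was lower than N2, with a log2 fold change of -1.60 (FDR p listed as 0) in the authors' deposited table.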

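LIP-2 and LIP-3 encode lipases, which free fatty acids from lipids. LIP-2 was at 21.0, 37.4, 72.2 and 36.1 mean RPKM in E, N1, N2 and O, and LIP-3 at 8.01, 25.2, 24.1 and 10.5. The triacylglycerol lipase TGL-2 rose in N2 and the monoacylglycerol lipase MGL-1 fell, from 19.0 to 4.48 mean RPKM after 46.9 in N1. The log2 fold changes in N2 were 1.90 (FDR p listed as 0), 1.71 (FDR p listed as 0), 1.60 (FDR p listed as 0) and -1.96 (FDR p listed as 0) in the authors' deposited table. Acyl-CoA oxidase (ACOX) starts the peroxisomal β-oxidation of fatty acids. It went from 114 mean RPKM in E to 246 in N1 and 407 in N2, and an acyl-CoA dehydrogenase (T66008200.1) from 1.45 to 19.8 and 17.0. The acylcarnitine carrier CAC-3 rose to 218 mean RPKM in N2 from 71.7 in E, while the related CAC-2 fell from 830.1 to 289. Log2 fold changes of these 4 genes in N2 were 1.96 (FDR p listed as 0), 3.67 (FDR p listed as 0), 1.73 (FDR p listed as 0) and -1.40 (FDR p = 3.82e-14) in the authors' deposited table. Of 30 lipases, 17 were higher and 4 lower in N2 (18 and 4 adjusted over the list alone), with a median of 0.83 in the authors' deposited table (adjusted p = 0.00730, but adjusted p = 0.0970 with a correlation of 0.05). In N1, 15 were higher and 1 lower, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.166). Of 53 β-oxidation genes, 14 were higher and 20 lower in N2 and 15 and 15 in N1, the same adjusted over the list alone, in the authors' deposited table, and the group did not pass (adjusted p = 0.611 and adjusted p = 0.166).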

Several genes encoding lipases, and enzymes related to β-oxidation of fatty acids, were considerably up-regulated in the lipid accumulation phase, and a few of them also in sample N1 (Supplementary Information, Table S1). 

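FAS, which makes saturated fatty acids, and the PUFA-synthase genes PFAA, PFAB and PFAC, which make DHA, parted in the N-starved samples. In N2 the log2 fold change of FAS against E exceeded that of PFAA by 1.42 (0.97 to 1.87), that of PFAB by 1.48 (1.03 to 1.93) and that of PFAC by 1.67 (1.22 to 2.11), computed here with 95% intervals from the implied standard errors. Ratios of these fold changes were 2.68, 2.79 and 3.17. In N1 the differences were 1.03 (0.54 to 1.52), 1.16 (0.68 to 1.65) and 0.82 (0.34 to 1.31), with standard errors that are upper bounds as the p-value of FAS is listed as 0. In O they were 0.25 (-0.20 to 0.70), 0.04 (-0.41 to 0.48) and 0.26 (-0.19 to 0.71), with intervals that include 0. The difference between O and N2 was tested as well. FAS was lower in O than in N2, with a log2 fold change of -1.18 (FDR p = 3.10e-13) in the authors' deposited table, and the differences of its change from those of PFAA, PFAB and PFAC were -1.17 (-1.62 to -0.72), -1.44 (-1.89 to -0.99) and -1.41 (-1.86 to -0.96). From the higher FAS expression after N-depletion, the paper proposes that the capacity to make FAS products increased while that of the PUFA-synthase did not. It reasons that this can account for the larger share of FAS products under N-starvation and for specific DHA productivities that were alike under both conditions.

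**Figure D3:**
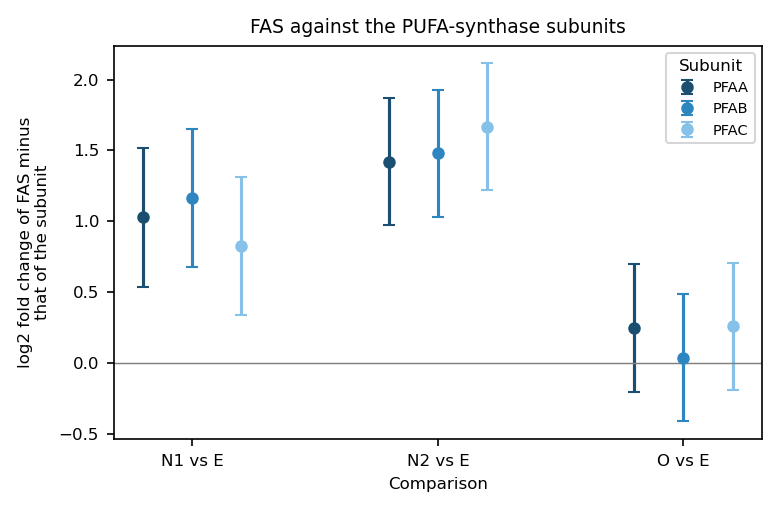
Log2 fold change of FAS minus that of PFAA, PFAB and PFAC (vertical axis) in N1, N2 and O against E (horizontal axis), with 95% intervals. A value of 0 means that FAS and the subunit changed alike. The points lie above 0 in N1 and N2, highest for PFAC in N2 (1.67), and the intervals in O include 0.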

Overall considered, the most interesting observation related to the expression of genes involved in fatty acid and triacylglycerol synthesis, was that *FAS* was upregulated during lipid accumulation when compared to the growth phase, while the PUFA-synthases were not.

**Figure 5:**
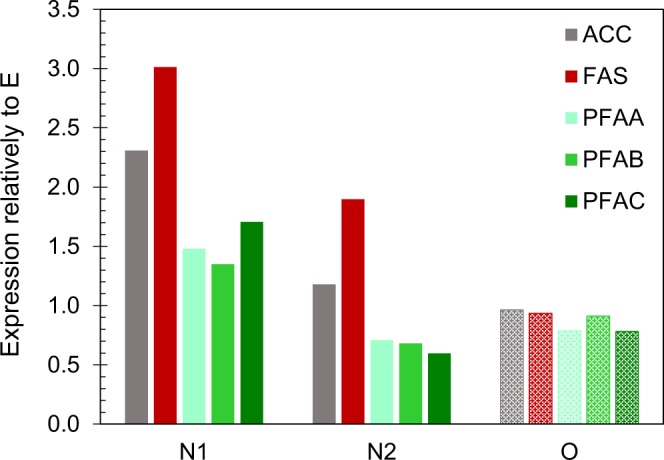
Relative expression levels of the genes *ACC*, *FAS* and PUFA-synthase. Abbreviations: See Fig. 4.

### Comparison of gene expression between N-starvation and O_2_-limitation with N in excess

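Between O and N2, more genes of glycolysis, of TAG assembly and of the lipases were called lower in O than higher. Acyl-CoA oxidase ACOX was at 66.0 mean RPKM in O and the acylglycerol-3-phosphate acyltransferase AGPAT-4 fell by 2.70 on the log2 scale (FDR p = 1.51e-11) in the authors' deposited table. The mutase T66009774.1 of glycolysis was lower in O than in N2, with a log2 fold change of -1.62 (FDR p listed as 0) in the authors' deposited table. Of the manually annotated genes, 105 were lower and 33 higher in O than in N2 in the authors' deposited table, 45 and 5 of them by more than 2-fold, with a median of -0.29. The remaining 89 were not called. On the scale of mean RPKM 87 were lower and 49 higher, with a median of -0.14, so the size of this shift depends on the scaling. Of 31 glycolysis genes, 23 were lower and 2 higher in O than in N2 (23 and 3 adjusted over the list alone), with a median of -0.53 in the authors' deposited table (adjusted p = 0.00291, but adjusted p = 0.0664 with a correlation of 0.05). For glycerolipid and TAG assembly it was 12 and 3 of 23, also adjusted over the list alone, with a median of -0.33 in the authors' deposited table (adjusted p = 0.0352, but adjusted p = 0.147 with a correlation of 0.05). Lipases were lower for 15 of 30 and higher for 3 (17 and 3 adjusted over the list alone), with a median of -0.60 in the authors' deposited table (adjusted p = 0.00591, but adjusted p = 0.0759 with a correlation of 0.05). TCA cycle genes were lower for 11 of 22 and higher for 1, also adjusted over the list alone, in the authors' deposited table, without passing as a group (adjusted p = 0.0959). Desaturases and elongases (9 lower, 3 higher, also adjusted over the list alone) and β-oxidation genes (25 lower, 11 higher, or 27 and 12 adjusted over the list alone) did not pass either, by the authors' deposited table (adjusted p = 0.112 and adjusted p = 0.0728).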

With only a few exceptions, the expression levels of genes involved in central metabolism and lipid synthesis were in the same range or lower under O_2_-limitation (sample O) than under N-starvation (sample N2) (Supplementary Information, Table S1). Among the few genes that had higher expression levels under O_2_-limitation, were some dehydrogenases in the glycolysis and TCA-cycle, as well as the γ-aminobutyrate aminotransferase (GABAT) of the GABA-shunt. 

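Glycerol-3-phosphate dehydrogenase G3PDH-3, which links glycerol to glycolysis, was higher in O, with 199, 204, 228 and 462 mean RPKM in E, N1, N2 and O. The GABA transaminase ABAT, which removes the amino group of GABA, was at 281 mean RPKM in O. In O against N2 their log2 fold changes were 0.87 (FDR p = 2.39e-07) and 0.89 (FDR p = 1.96e-07) in the authors' deposited table. Against E, G3PDH-3 rose by 1.18 (FDR p = 1.54e-12) and ABAT by 1.05 (FDR p = 7.51e-10) in O in the authors' deposited table. Other dehydrogenases were lower in O than in N2: MDH-2, with a log2 fold change of -0.46 (FDR p = 0.00981), a call that ended on the scale of mean RPKM, and GDH-1, with a log2 fold change of -0.90 (FDR p = 2.77e-09) in the authors' deposited table. As a list, the GABA shunt and glutamate metabolism was lower in O than in N2, with 11 of 20 members lower and 5 higher, the same adjusted over the list alone, and a median of -0.57 in the authors' deposited table (adjusted p = 0.0398, but adjusted p = 0.147 with a correlation of 0.05). This call also ended on the scale of mean RPKM (adjusted p = 0.0650).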

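The acylglycerol-3-phosphate acyltransferase AGPAT-5, which adds the middle fatty acid of a glycerolipid, was at 4.55 mean RPKM in N2 and 14.6 in O, AGPAT-2 at 25.7 and 49.0, and AGPAT-1 at 4.41 and 8.24. In O against N2 they were higher by 1.54 (FDR p = 7.41e-08), 0.78 (FDR p = 2.03e-05) and 0.75 (FDR p = 0.0141) in the authors' deposited table. The acyl-CoA synthetases ACSL-3, ACSL-6, ACSL-8 and ACSL-9 were higher in O too, by 0.97 (FDR p = 2.36e-06), 0.93 (FDR p = 1.58e-09), 0.92 (FDR p = 7.46e-09) and 0.75 (FDR p = 0.00214) in the authors' deposited table. Of the 14 ACSL genes, 5 were higher and 6 lower in O than in N2, and of 5 AGPAT genes 3 and 2, in the authors' deposited table. The PUFA-synthase gene PFAC was at 258 mean RPKM in O. Against N2 it was not called in the authors' deposited table (0.23 at FDR p = 0.250), but passed as higher on the scale of mean RPKM, with a ratio of 1.30. PFAB and PFAA gave 0.27 (FDR p = 0.178) and -0.0036 (FDR p = 0.995) in the authors' deposited table, and PFAB also passed on the scale of mean RPKM (ratio 1.34).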

Fatty acid and TAG-synthesising enzymes that had higher expression levels under O_2_-limitation than N-starvation, included the PUFA-synthase subunit C, some of the long-chain acyl CoA synthases (ACSL) and acylglycerol-3-phosphate acyltransferases (AGPAT) (Fig. 4; Supplementary Information, Table S1).

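GAD and the SSDH gene T66005295.1, both of the GABA shunt, stood at 382 and 110.1 mean RPKM in O, with ratios to E of 6.55 and 26.2. Their log2 fold changes in O were 2.68 (FDR p listed as 0) and 4.68 (FDR p listed as 0) in the authors' deposited table. Both were lower in O than in N2, with log2 fold changes of -0.62 (FDR p = 0.00173) and -1.38 (FDR p listed as 0) in the authors' deposited table. Among other genes of metabolism, ACSL-2 rose by 5.04 (FDR p listed as 0) in O in the authors' deposited table, and FUM-1 was lower in O than in N2, with a log2 fold change of -0.61 (FDR p = 0.00160) in the authors' deposited table. In O, 5 of 20 members of the GABA shunt and glutamate list were higher and 8 lower than in E (6 and 8 adjusted over the list alone) in the authors' deposited table, and the list, which does not hold T66005295.1, did not pass (adjusted p = 0.926).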

When considering the expression levels under oxygen limitation (O) compared to exponential growth (E), glutamate decarboxylase (GAD) and succinate semialdehyde dehydrogenase (SSDH) of the GABA-shunt were the most upregulated, 6.5 and 26-fold respectively, compared to 9 and 62-fold at N-starvation (Fig. 4a,b). 

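Under oxygen limitation the malic enzyme gene ME-2 stood at 159 mean RPKM, the malate dehydrogenases MDH-1 and MDH-2 at 1609.7 and 619.5, and the carboxylases PYC and PEPC at 22.2 and 68.1. ME-2, MDH-1 and PEPC fell in O against E, with log2 fold changes of -1.18 (FDR p = 1.09e-11), -0.42 (FDR p = 0.0173) and -0.87 (FDR p = 7.70e-07), and MDH-2 and PYC were not called (-0.26 at FDR p = 0.163 and 0.09 at FDR p = 0.646), in the authors' deposited table. PEPC was also lower in O than in N2, with a log2 fold change of -1.81 (FDR p listed as 0), and ME-2 was not called between them (-0.34 at FDR p = 0.0688), in the authors' deposited table. Of the 9 list members, 5 were lower and 1 higher in O than in E, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.0965). Against N2, 3 were lower and 0 higher, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.283). From N1 to N2, 7 rose and 0 fell, the same adjusted over the list alone, with a median of 0.57 in the authors' deposited table (adjusted p = 0.0723, while Fisher's exact test gave adjusted p = 0.0353).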

The enzymes of the transhydrogenase-cycle (Fig. 3b) maintained the same expression levels independently of growth stage and conditions. 

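ER-4 (T66009285.1), which reduces the double bond in the last step of chain elongation, was at 18.5, 55.4, 93.7 and 142 mean RPKM in E, N1, N2 and O. Ratios of mean RPKM to E were 7.66 in O and 5.07 in N2. Its log2 fold changes were 2.91 (FDR p listed as 0) in O and 2.46 (FDR p listed as 0) in N2 against E, and 0.44 (FDR p = 0.00306) in O against N2, in the authors' deposited table. The 4 ER genes split in O, with 2 higher and 1 lower than in E in the authors' deposited table.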

Of the lipid-related genes, a putative trans-2-enoyl-CoA reductase (T66009285.1) was the most upregulated (7.7-fold) under O_2_-limitation, while the up-regulation under N-starvation was 5.1-fold. Most important, *FAS* and the PUFA-synthase genes maintained the same expression levels under oxygen limitation as under exponential growth. 

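FAS was at 50.4 mean RPKM in O, and was not called against E (-0.13 at FDR p = 0.517 in the authors' deposited table). PFAA stood at 245 and PFAB at 158 mean RPKM in O, neither called against E (-0.38 at FDR p = 0.0549 and -0.17 at FDR p = 0.437 in the authors' deposited table). PFAC was lower in O, with a log2 fold change of -0.39 (FDR p = 0.0450) in the authors' deposited table, a call that ended on the scale of mean RPKM and when centred on the median. The implied standard errors of these log2 fold changes were 0.155 for FAS and 0.169 for PFAC. The list of the PUFA-synthase had 2 of 4 members lower and 0 higher in O (3 and 0 adjusted over the list alone) in the authors' deposited table (adjusted p = 0.115).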

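ACC was at 231 mean RPKM in N2 and 188 in O. Its log2 fold changes against E were 0.36 (FDR p = 0.0484) in N2, a call that ended on the scale of mean RPKM and when centred on the median, and -0.09 (FDR p = 0.705) in O, in the authors' deposited table. The log2 fold change of FAS minus that of ACC was 0.39 (-0.10 to 0.87) in N1, 0.69 (0.24 to 1.13) in N2 and -0.04 (-0.49 to 0.40) in O, computed here with 95% intervals and, in N1, with a standard error that is an upper bound. ACC was lower in O than in N2, with a log2 fold change of -0.45 (FDR p = 0.0163) in the authors' deposited table, a call that also ended on the scale of mean RPKM.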

*ACC*, which generates malonyl-CoA from acetyl-CoA, followed the same pattern as *FAS* (Fig. 5).

## Discussion

Three main precursors are necessary for synthesis of triacylglycerols; malonyl CoA, reducing power in the form of NADPH, and glycerol 3-phosphate. The latter should be abundant in cells cultivated with glycerol as carbon source. The main sources of NADPH are PPP and malic enzyme, where ME has been assumed to play an essential role in oleaginous microorganisms^14^. In our study, the expression of the two identified ME-genes were unchanged, or lower, in the lipid accumulation phase than in the growth phase. Overexpression of ME did not increase the lipid production in the oleaginous fungi *Mucor circinelloides* and *M. alpina*, indicating that ME was not the rate-limiting step^18,19^. Other studies on *M. alpina* showed that PPP was essential for lipid accumulation^9^. 

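PGL, the lactonase between G6PDH and 6PGD, was at 248, 187, 425 and 304 mean RPKM in E, N1, N2 and O, a ratio of N2 to E of 1.71. It rose in N2, by 0.90 (FDR p = 1.57e-10), after a fall in N1, with a log2 fold change of -0.50 (FDR p = 5.01e-04), in the authors' deposited table. For G6PDH the ratio of mean RPKM in N2 to E was 1.84 and the fold 2.00 in the authors' deposited table. In O neither was called against E (0.26 at FDR p = 0.0994 for PGL and 0.32 at FDR p = 0.0573 for G6PDH in the authors' deposited table), though G6PDH passed on the scale of mean RPKM, with a ratio of 1.27. Both were lower in O than in N2, with log2 fold changes of -0.63 (FDR p = 1.19e-05) and -0.68 (FDR p = 9.14e-06) in the authors' deposited table.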

In T66, the expression levels of G6PDH and PGL of PPP increased 1.8 and 1.7-fold, respectively, suggesting a contribution from PPP in generation of NADPH during lipid accumulation. However, a contribution from ME cannot be excluded despite no upregulation of the ME-genes. A role of ME is supported by the increased expression of genes involved in formation of malate, such as ICL and MS of the glyoxylate shunt from isocitrate to malate, and the cytosolic fumarase FUM-1. ICL and MS were also upregulated in the oleaginous yeasts *R. toruloides*^20^ and *Trichosporon oleaginosus*^21^ under N-limiting or N-depleted conditions, but not in *Y. lipolytica*, which lacks cytosolic ME^8^. Upregulation of fumarase after N-depletion has been shown for *Schizochytrium* sp.^11^, and also for the microalgae *Nannochloropsis*^22^ and the yeast *Rhodosporidium toruloides*^20^. Significantly increased volumetric fatty acid concentrations and content of the cell mass were obtained by feeding malate during the fermentation of *Schizochytrium* sp.^23^. This may indicate that the availability of malate is limiting. However, malate is needed not only as a substrate for ME, but also for an efficient transport of citrate out of the mitochondria via the citrate/malate cycle^24^ (Fig. 3b). The considerable up-regulation of the GABA-shunt may also be linked to NADPH-formation. We do not know whether the two dehydrogenases involved use NAD or NADP. Provided that the glutamate dehydrogenase uses NAD and the succinate semialdehyde dehydrogenase uses NADP, the shunt will serve as a transhydrogenation cycle. In *S. cerevisiae* it has been hypothesised that a role of the GABA-shunt is to reduce NADH-production in the mitochondrion and increase NADPH production in the cytosol^25^.

ATP:Citrate lyase (ACL) has been proposed to be a key enzyme in eukaryotic, oleaginous microorganisms^24^. We were not able to identify any gene with high similarity to known ACLs. Moreover, the published genomes for *A. limacinum, Aurantiochytrium sp. KH105, Hondae fermentalgiana* and *Schizochytrium sp*. CCTCC M209059 do not contain any genes homologous to known ACLs. However, *S. aggregatum* ATTC28209 encodes one such gene (JGI Schag1 Protein ID50064), and ACL activity has been reported for *Schizochytrium* sp.^26,27^. This could indicate that the ACLs of some thraustochytrids have low similarity to the characterized ones, or that some thraustochytrids lack this enzyme. The presence of an ACL in strain T66 is supported by the considerably increased expression of a citrate transporter in the lipid accumulation phase. However, cytosolic acetyl-CoA can in principle also be provided by mechanisms described for some non-oleaginous organisms, e.g. cytosolic acetyl-CoA synthase^28^ or carnitine-acetyl transporters^29^.

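CTP-2, the putative citrate transporter, was at 41.1 mean RPKM in E, 87.7 in N1, 304 in N2 and 60.7 in O. Its log2 fold change was 3.01 (FDR p listed as 0) in N2 and 0.53 (FDR p = 0.00151) in O against E, and O was lower than N2, with a log2 fold change of -2.48 (FDR p listed as 0), in the authors' deposited table. ORNT-1, a mitochondrial ornithine carrier, followed a like course with 72.6, 225, 1252 and 69.9 mean RPKM in E, N1, N2 and O. It rose by 4.23 (FDR p listed as 0) in N2 and was lower in O than in N2, with a log2 fold change of -4.31 (FDR p listed as 0) in the authors' deposited table. Of 13 mitochondrial carriers of citrate, ornithine and dicarboxylates, 7 were higher and 2 lower in N2 (8 and 2 adjusted over the list alone) in the authors' deposited table, without passing as a group (adjusted p = 0.223). Between O and N2, 7 were lower and 2 higher, also adjusted over the list alone, with a median of -0.88 in the authors' deposited table (adjusted p = 0.0255, but adjusted p = 0.0995 with a correlation of 0.05).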

An observation that attracts attention, is a very strong up-regulation and a high expression level at N2 of the gene T66002957.1, which was annotated as a Δ12-desaturase. A similar observation was made by Ren *et al*.^11^. A Δ12-desaturase would convert C18:1 n9 to C18:2 n6. However, no C18:2, and only minor amounts of C18:1 n9, were detected in the lipids of *Aurantiochytrium* sp T66. In *Thraustochytrium* sp. ATCC 26185, an identical Δ12-desaturase gene was identified, but no products corresponding to the normal function of a Δ12-desaturase were formed^30^. The main monounsaturated fatty acids in T66 are C16:1 n7 and C18:1 n7. The concentration and fraction of these fatty acids, in particular C16:1, increased rapidly after N-depletion. C16:1 n7 is normally synthesised from C16:0 by a Δ9 desaturase, but we did not find any gene encoding proteins with significant homology to characterised Δ9 desaturases. Based on this, it seems likely that the protein encoded by T66002957.1 is involved in the biosynthesis of C16:1 n7, and possibly C18:1 n7.

Lipids accumulated also under oxygen-limitation with nitrogen in excess and the cell growth continuing throughout the fermentation. Lipid accumulation up to 30% of dry weight induced by O_2_ or phosphate limitation have previously been reported in thraustochytrids^12,31^. However, the mechanisms leading to lipid accumulation under other conditions than N-limitation is less characterised. The AMP-deaminase is a key enzyme in the initiation of lipid accumulation when N is exhausted but with no obvious role in lipid accumulation under O_2_-limitation. A slight up-regulation (1.7-fold) was observed, compared to 2.8-fold at N-starvation. Under N-starvation, the fatty acid synthesis rate decreased rapidly 50–60 hours after N-depletion. In the O_2_-limited fermentations with N in excess, the synthesis continued with constant rate for more than 100 hours. This may suggest enzyme degradation and a limited synthesis of new enzymes when N is exhausted from the medium.

None of the two enzyme systems for fatty acid synthesis were significantly up-regulated under O_2_-limitation, while *FAS* was considerably more upregulated than PUFA-synthase under N-starvation. The higher expression of *FAS* after N-depletion suggests that the synthetic capacity towards the FAS-products increased, while the PUFA synthase capacity was unchanged. This can explain the higher fraction and productivities of FAS-products under N-starvation than with N in excess, and that the specific DHA-productivities were similar at the two conditions. It is also consistent with a higher fraction of DHA under exponential growth than in the lipid accumulation phase. This has been reported for several thraustochytrids^32–34^. That the most critical factor for the DHA-fraction is N-starvation, not oxygen limitation, is in agreement with the studies of Chang *et al*.^5^. They showed that in O_2_-limited fermentations, the experiments with lowest oxygen supply and therefore delayed N-depletion, resulted in a lower lipid-concentration, but considerably higher DHA-fraction of the lipids than experiments with higher oxygen supply and N-starvation occurring close to the time-points for oxygen limitation.

## Conclusions

The lipids synthesised under N-starvation contained a higher fraction of the fatty acids originating from the fatty acid synthetase, and a lower fraction of DHA, than the lipids synthesised when nitrogen was in excess. This could be explained by an increased specific productivity of the FAS-products after N-exhaustion, while the specific productivity of DHA was unchanged. These results were supported by the transcriptome analyses, which showed that *FAS* was strongly upregulated after N-depletion, while the PUFA-synthase genes were only marginally upregulated. Neither of the two was upregulated in the fermentations with O_2_-limitation where nitrogen was in excess. Altogether, the results indicate that N-starvation mainly affects the production of the saturated and monounsaturated fatty acids and is less important for the DHA-production. Upregulation of genes coding for enzymes that generate malate, such as a cytosolic fumarase and the glyoxylate-shunt, suggests that malic enzyme is involved in the generation of NADPH needed for fatty acid synthesis. However, the downregulation of *ME* indicates that the catalytic capacity of ME is not a bottleneck. In summary, the present work has identified responses not previously reported or discussed for thraustochytrids. More investigations are needed in order to understand the importance of these findings for improving the DHA productivities.

## Materials and Methods

### Strain and cultivation conditions

*Aurantiochytrium* sp T66 (ATCC PRA-276^12,13^) was used in the study. The strain was preserved in 15% (v/v) glycerol at −80 °C. The fermentations were carried out in 3 l bioreactors with 1.5 l culture medium, which were inoculated with 60 ml (4%) actively growing culture. The fermentation medium contained initially (g/l): Glycerol 90, Sodium-glutamate hydrate 25, NaCl 14.4, CaCl_2_·2H_2_O 0.5, MgCl_2_ 0.8, KCl 0.4, KH_2_PO_4_ 4.0, Na_2_SO_4_ 3.0, maleic acid 5.8, Tris base 6.1, cyanocobalamin 5·10^–6^, thiamine·HCl 5·10^−5^, trace mineral solution 1.5 ml^12^, Sodium-ampicillin (0.3), and streptomycin sulphate (0.3). The antibiotics were used as a general precaution against bacterial contamination. Antifoam (Clerol FBA 622) was added as required. The bioreactors containing the medium were heat sterilized at 121 °C for 30 min. Phosphate was autoclaved separately, and the trace mineral and vitamin solutions were filter sterilized. The glycerol concentration was always kept above 15 g/l, by subsequent additions (3–4 times). The temperature was 28 °C, and pH was controlled at 7.0 ± 0.2 by addition of 3 N NaOH or 3 N H_2_SO_4_. The aeration rate was 0.3 vvm (0.45 l/min), and the dissolved oxygen was controlled at 20% of saturation by automatically adjustment of the stirring rate, if not stated otherwise. Inoculum for the fermentations was cultivated in 500 ml baffled Erlenmeyer flasks with 100 ml medium, on a rotary shaker (28 °C, 150 rpm). The medium was the same as the fermentation medium, but with glycerol reduced to 30 g/l. At each sampling point, approximately 60 ml culture broth was collected and distributed for analyses of dry weight, total lipids, fatty acid composition, and substrate consumption. Sampling for RNA-extraction was made at three time points. Product concentrations have been corrected for dilution due to addition of glycerol and H_2_SO_4_/NaOH. The correction factors for the end-point samples were 1.2–1.4, and measured concentrations in the bioreactors accordingly lower. The CO_2_-emission rate (CER) is calculated based on the fermentation start volume.

Four replicate fermentations were run at each of the two conditions (N-starvation and O_2_-limitation). Complete sets of analyses were carried out for three of these. For the transcriptomic data and other analytical data presented in text or tables, averages from the three fermentations are used.

### Analytical methods

#### On-line measurements

CO_2_ in the exhaust gas was measured by a mass spectrometer (Balzers Omnistar GSD 300 02), and the CO_2_ evolution rate (CER; mmol/l/h) was calculated. Temperature, pH, airflow, stirring rate and dissolved oxygen were recorded throughout the fermentations.

#### Cell growth, total lipids and substrate consumption

Two times 25 ml were centrifuged (3500 × g, 10 min) and washed once with an isotonic solution of NaCl; one sample was used for dry weight analysis, the other was frozen at −80 °C for determination of total lipids. Dry weight was determined by drying at 105 °C for 20–24 h. For determination of total lipids, the cell pellet was freeze dried, and lipids were extracted from heat treated and protease digested cell mass as described by Jakobsen *et al*.^7^. Supernatants after centrifugation were frozen (−20 °C) until analysis, and the concentrations of glycerol and glutamate were determined by HPLC, as previously described^7^, and ammonia was analysed by an enzymatic assay (Ammonia Assay Kit, Megazyme, Ireland).

#### Fatty acids

Ten ml culture was frozen directly (−80 °C). Fatty acids were quantified by LC/MS/MS (QQQ) after hydrolysis of the lipids to free fatty acids: KOH (5 M, 400 μL) was added to culture sample (100 µl, well homogenized) to a final concentration 4 M and incubated at 80 °C for 120 min. The free fatty acids were extracted into dichloromethane (2 mL) after acidification with 500 µl of 4 M H_2_SO_4_. The sample was vortexed for 60 seconds before centrifugation (4000 g, 10 min). 200 µl of the organic phase were transferred to a sample vial and the solvent evaporated under nitrogen at 60 °C. The samples were reconstituted in absolute ethanol and the vials were flushed with nitrogen before capping.

For LC/MS/MS analysis 1 µl of sample was injected on an Agilent 1290 LC system coupled to an Agilent 6490 QQQ mass spectrometer. The LC system was set up with an Ascentis Express column (15 cm × 2,1 mm, 2.7 µm, Supelco). Mobile phase A was a 25 mM aqueous solution of ammonium formate and mobile phase B was pure acetonitrile. The LC separation was performed with a gradient elution. The starting condition was 75% B, which was held for 0.5 min. Then a linear gradient to 100% B at 8.5 min and held for 1 minute. The mobile phase flow was 0.5 ml /min. The Agilent 6490 was equipped with an Agilent Jet Stream (AJS) ion source and operated in negative mode. Ion source parameters were: Nebulizer: 45 psi, gas temp: 250 °C, drying gas flow: 12 l/min, Sheat gas temp: 400 °C, sheat gas flow: 11 L/min, Nozzle voltage: 1500 V and capillary voltage: 3000 V. The mass spectrometer was operated in single ion monitoring mode (SIM). External standards were used for confirmation and quantification of the fatty acids.

### RNA isolation and sequencing

Five ml culture was centrifuged (3500 × g, 10 min at room temperature). All supernatant was carefully removed. The pellet was resuspended in deionized water to a standardised optical density and centrifuged (12 000 × g, 5 min), the supernatant removed, and the pellet frozen at −80 °C. RNA was isolated using the Spectrum™ Plant Total RNA Kit (Sigma). The On-Column DNase I Digest Set (SIGMA) was used to remove DNA. RNA integrity was evaluated on a Bioanalyzer 2100 with the Plant RNA Nano assay and software v. 1.3 resulting in RIN values of 8.9–9.5 for the 12 samples. The RNA concentrations were measured on a Qubit 2.0 Fluorometer using the Qubit^TM^ BR Assay Kit (Invitrogen), while RNA purity was evaluated by nanodrop spectroscopy, where a A260/280 ratio of ~2.0 generally was accepted as pure for RNA. The samples were shipped to BGI, Hong Kong, China for Illumina HiSeq-based RNA-seq in the 2·90 bp PE mode.

### Genome annotation

Functional annotation of the *Aurantiochytrium* sp. T66 draft genome was performed by BGI, Hong Kong, China combining de novo prediction and RNA-seq data. Adaptor sequences, reads with >5% unknown bases, or with >20% bases with below Q10 quality were removed by filtering, resulting in clean reads (Supplementary Information, Table S2), which were used for the functional annotation and for gene expression profiling.

Tandem repeats were identified using Tandem Repeats Finder (TRF)^35^ and transposable elements by a combination of a homology-based and de novo approaches^36^, using RepeatMasker^37^ and RepeatProteinMask, with the database of known repeats, Repbase^38,39^. RepeatModeler, Piler^40^, and LTR-Finder^41^ were used to build a de novo repeat library from the T66 genome, and to search for long terminal repeat retrotransposons (LTR). De novo gene prediction was performed based on the repeat-masked genome using AUGUSTUS^42^, SNAP^43^, and GlimmerHMM^44^. Homologous proteins of the species *Aureococcus anophagefferens*, *Nannochloropsis gaditana*, *Phaeodactylum tricornutum*, *Phytophthora infestans*, *Phytophthora sojae*, and *Thalassiosira pseudonana* were mapped to the genome using tblastn^45,46^ with an E-value cut-off 1·10^−5^. The aligned sequences as well as their corresponding query proteins were then filtered and passed to GeneWise^47^ to search for accurately spliced alignments. Source evidences generated from these approaches were then integrated by GLEAN^48^ to produce a consensus gene set. Cleaned RNA-seq reads were aligned against the genome using TopHat^49^ to identify candidate exon regions and the donor and acceptor sites. Then Cufflinks^50^ was used to assemble the alignments into transcripts. Finally, open reading frames were predicted based on the assembled candidate transcript sequences using HMM-based training parameters, and the GLEAN set was combined with the transcripts from the RNA-Seq to generate a final gene set.

Gene functions were assigned by blastP searches^46^ against the Swissprot and TrEMBL databases^51^, while Gene Ontology identifiers^52^ were assigned by InterProScan^53^. Finally the functional annotation of genes of interest was further curated by manual inspection and evaluation of blastn, blastp, and Position-Specific Iterated BLAST, PSI-blast, alignments with the hits from the NCBI nucleotide collection (nr/nt) and the non-redundant protein sequences (nr)^54^ in combination with the best hits from Swissprot and TrEMBL, in particular taking into consideration the fraction of the gene aligning to the hits (denoting all with less than 50% of the overall length as fragments) and the identity scores in the case of hits from multiple enzyme classes.

Transfer-RNAs (tRNAs) were found by tRNAscan-SE^55^. Small nuclear RNA (snRNA) and microRNA (miRNA) were identified by blastn followed by INFERNAL^56^ searches against the Rfam database^57^. Ribosomal RNA (rRNA), were found by blastN searches against rRNA.

During the manual curation of the genes of interest, some partial genes were identified, including T66005414.1 and T66005224.1 that both encoded partial polyunsaturated fatty acid synthase subunit A (pfaA) genes; T66000202.1, which encoded a partial polyunsaturated fatty acid synthase subunit C (pfaC), and T66002139.1, which encoded a partial glutamine synthetase. Additionally, no phosphopantetheinyl transferase (pfaD) gene had been called during the original annotation process. 

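PFAD (T66011703), the phosphopantetheinyl transferase that activates the PUFA-synthase, has a coding length of 867 bases in the table. It was at 57.7, 49.9, 43.4 and 67.7 mean RPKM in E, N1, N2 and O, and was not called in N1, N2 or O against E (-0.31 at FDR p = 0.0845, -0.29 at FDR p = 0.0989 and 0.20 at FDR p = 0.304 in the authors' deposited table). In N1 it passed as a fall when centred on the median, and in N2 on the scale of mean RPKM. PFAD was higher in O than in N2, by 0.49 (FDR p = 0.00505) in the authors' deposited table.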

The reconstruction of these genes is described in Supplementary Information.

### RNA-seq transcriptome

The RNA-Seq analysis was performed in CLC Genomics workbench 11.0 (Qiagen). Clean reads were mapped against the T66_GeneModels by the RNA-Seq Analysis 2.16 tool in the “One reference sequence per transcript” mode with the expression value defined by Reads Per Kilobase Million (RPKM). Otherwise default parameters were used.

## Supplementary information

Supplementary Tables, Figures and Methods

Dataset 1

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^40^ and are accessible through GEO Series accession number GSE134374, (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134374).

How the deposited data were processed for this re-analysis (not part of the article)

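Transcripts were read from 4 samples of strain T66: E (37 h), N1 (53 h), N2 (90 h) and O (90 h), each from 3 fermentations. E, N1 and N2 are time points of the same fermentations and O comes from parallel ones. The authors mapped clean reads to the T66 gene models with the RNA-Seq Analysis tool 2.16 of CLC Genomics Workbench 11.0, with 1 reference sequence per transcript. TopHat and Cufflinks, whose versions are not given, are named in the submitters' notes.

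The values used here are those of the authors' deposited table. Its group values are in RPKM (reads scaled by transcript length and by mapped reads), as the higher of both groups' means. The authors' deposited fold change is a signed ratio, with a minus sign for a fall. The authors' deposited log fold change is on the log2 scale. The authors' deposited p-value carries no adjustment, and beside it stand an FDR p and a Bonferroni p. Which count model and which scaling the comparison tool used is not stated. The table lists 11683 gene models with 11647 tested in each of 6 comparisons. All coding lengths (100%) are multiples of 3 bases.

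The table was checked in several ways. The log2 fold changes close around each triangle of samples to within 1.1e-07. The authors' deposited FDR p differs from a Benjamini-Hochberg adjustment of their p-values by at most 0.00308. A p-value is listed as 0 for 8229 of 69882 tests, and the smallest above 0 is 1.11e-16.

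The 48 columns of single libraries (12 libraries) carry names that neither the labels nor the text tie to a sample. Samples were not assigned from the values of their columns, so these were not used, and no spread between fermentations, no library depth, no count tests and no estimated correlation between genes were computed. The number of reads per library was not used, and precision is given instead by the implied standard errors.

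Group means of all 4 samples were recovered by least squares on the log scale from the fold changes and the higher means. A standard error was implied for each log2 fold change as its size divided by the z-value of its two-sided p-value, for p between 1e-13 and 0.99. For lower p it was solved from the other comparisons of the same gene where these sufficed. For FAS it was otherwise the size divided by z limited to 8.2, which is an upper bound where p is listed as 0. The difference between the log2 fold changes of FAS and of each subunit of the PUFA-synthase was given a 95% interval from these standard errors, with the errors of both genes taken as independent.

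Genes were called at the authors' FDR p under 0.05, and counts are also given over 2-fold and over 8-fold. The paper states no p threshold. The 34 gene lists were searched in the annotation text by word patterns. Each was tested by the camera test of limma 3.58.1 in R 4.3.3 on the signed z-values, with a preset correlation between genes of 0.01. Fisher's exact test of the share of members higher and lower was run beside it. P-values were adjusted by Benjamini-Hochberg over the lists within a comparison. The lists, tests, thresholds and most alternatives were set before the data were examined. The 227 genes of the manual annotation are the study's own choice. The paper also annotated by hand genes changed over 8-fold, and of the 1829 such genes 10 are among the 227.

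Named genes were chosen by a rule: every gene the paper names by ID in its text, the genes of Fig. 4 and Fig. 5, per comparison the 5 largest rises and 5 largest falls among called genes with a highest group mean of at least 10 RPKM, and per described list up to 4 members with the largest log2 fold change of either sign and a highest mean of at least 10 RPKM. Before the rule was written, the paper's text, its figures and the comparisons of the first 8 genes of its supplementary dataset had been seen. Genes outside the rule are marked as chosen after their values were seen.

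The procedure was tested on simulated data in the form of the table, with N1 against E for 8998 genes. Of 200 genes planted with a change, in equal numbers per size, 38% were called with the right sign at 1.5-fold, 80% at 2-fold, 98% at 4-fold and 98% at 8-fold, and 11 unchanged genes were called. All group means, and all standard errors that could be given, were recovered within 1% (100%). The values were simulated with the same formulas that the recovery inverts, so this checks the computation and not whether the formulas hold for the real table. The planted list of 60 genes was called, and 0 of 40 random lists were. Simulated genes varied independently, so the random lists say nothing about lists of genes that vary together.

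Alternatives were an FDR p under 0.01, a Bonferroni p under 0.05, only genes of at least 1 or 10 RPKM, fold changes centred on their median, ratios of mean RPKM, Fisher's exact test for lists and a correlation of 0.05. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.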

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

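The tests of the ribosomal lift, of the flagella odds ratio, of the scatter of the flagella genes, of flagella genes above and below 10 RPKM and of low expression in E were chosen after the result was seen. All 3 patterns were found and tested on the same data.

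Over 8-fold in N1 against E, 1179 genes rose and 73 fell in the authors' deposited table. Ribosomal genes held 17.9% of the summed RPKM in E. Losing that share would lift the log2 ratios of mean RPKM of other genes by 0.285, and the median of those ratios was 0.269. RPKM is scaled by reads, and the ribosomal share of reads was not computed. The lift is therefore not an exact limit, and its nearness to the median shows no cause. With 0.285 taken off, 1079 called genes rose and 96 fell over 8-fold in mean RPKM, a ratio of 11.2 (95% interval 9.12 to 13.8). A lift of that size thus does not account for the excess of rises. Values near 0 in E do not account for this excess either, since 799 rises reached 10 RPKM and 64 falls began at 10 RPKM or more, a ratio of 12.5. Flagella and axoneme genes were more frequent among the rises than among other genes (odds ratio 8.39, 95% interval 5.83 to 12.1). Of the 1179 rises, 57 genes (4.83%) were on the list of annotation words. This count is a lower bound, as the annotation words leave out some matches to flagellar proteins. Since 113 of 120 list members were already seen to be higher in N1 in the authors' deposited table, the odds ratio could hardly fall under 1. It therefore does not test a flagellar programme as the reason for the excess. What the remaining rises share stays open for this set. The calcium-binding and motor entries given above were tested on the 913 genes over 4-fold higher in N1 than in each other sample.

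Flagella and axoneme genes were lower in N2 and O than in E, which the paper does not report. Noise near 0 is argued against for the 48 members of at least 10 RPKM in E or N2, of which 42 (87.5%) were lower in N2 and 3 higher in the authors' deposited table. For the 72 members under 10 RPKM in both, of which 43 (59.7%) were lower and 6 higher in the authors' deposited table, it stays open. The robust SD of the log2 fold changes (1.77) was 4.63 times their median implied standard error (0.381), but members that other cells express too would scatter in that way. A smaller share of flagellated cells and less flagellar transcription per cell cannot be told apart, as no table here separates cells.

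Genes with no Swissprot match were frequent among those that rose over 8-fold in N2 (362 genes). The odds ratio was 1.78 (95% interval 1.42 to 2.23) within quintiles of coding length, which argues against short genes as the whole reason. Within quintiles of mean RPKM in E it was 1.22 (0.983 to 1.51), an interval that includes 1, so low expression in E stays open as an explanation. No biological explanation was tested.

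Among called genes that the paper does not discuss and that have a highest group mean of at least 10 RPKM, the largest changes of 5 comparisons are given as log2 fold changes in the authors' deposited table. In N1 against E the largest rise was 11.64 at T66005034.1, similar to an extracellular serine proteinase, and the largest fall -6.78 at T66004027.1, similar to a folate-biopterin transporter, in the authors' deposited table. In N2 against E they were 11.17 at T66006853.1 and -9.48 at T66008474.1, neither with an annotation, in the authors' deposited table. In O against E they were 8.48 at T66011181.1, without annotation, and -8.42 at T66009768.1, a MORN repeat protein, in the authors' deposited table. From N1 to N2 they were 8.71 at T66006853.1 and -7.88 at T66009173.1, without annotation, in the authors' deposited table. In O against N2 they were 11.02 at T66003820.1, without annotation, and -9.96 at T66009421.1, similar to the alpha subunit of a dioxygenase, in the authors' deposited table.

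Of the 11 lists that passed in O against N2, a pair that the paper does not discuss had an adjusted p under 0.001, and others are given beside the text. Organellar and bacterial-type ribosomal proteins were higher in O than in N2 by a median of 0.55 in the authors' deposited table (adjusted p = 2.46e-04). DNA replication and cell cycle genes were higher in O than in N2 by a median of 0.69 in the authors' deposited table (adjusted p = 8.23e-08).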

How the results depend on the processing

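Alternatives chosen after the result was seen are the tests on the scale of mean RPKM for counts and lists, the counts tested again after centring, the share of reads and the other limits for genes expressed in N1 alone. No paired analysis was run, because neither labels nor text tie the libraries to samples and these were not assigned from the values. For the same reason leaving out single fermentations, other splits of the samples, a replicate block, count tests and an estimated correlation between genes were not run, and read depth sets no stated limit here.

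The count of called genes was 4024, 4207, 2343, 4462, 4170 and 2727 by a Bonferroni p under 0.05 for N1, N2 and O against E, N2 and O against N1, and O against N2, in place of 7062, 7395, 5614, 7620, 7347 and 6104. Over 2-fold it was 3845, 4166, 2179, 4211, 3915 and 2855, and over 8-fold 1252, 719, 172, 1557, 1458 and 399. These are smaller by construction, as each asks for more than the main test. By FDR p under 0.01 it was 6115, 6372, 4460, 6675, 6363 and 5023, and these counts, those with an RPKM filter and those tested again after centring stayed within 1.5 times the main ones. Centring without a new test moved no call and says nothing about stability. With it, the share of called genes that were higher moved from 61.1% to 56.9% for N1 against E. For the manually annotated genes the higher share moved on the scale of mean RPKM from 69.0% to 56.1% for N2 against N1 and from 23.9% to 36.0% for O against N2. On the scale of mean RPKM the share of called genes that were higher moved from 52.4% to 46.0% for N2 against E, from 48.0% to 35.7% for N2 against N1 and from 49.3% to 60.7% for O against N2, so splits into higher and lower follow the scaling in these comparisons.

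With a correlation of 0.05 in place of 0.01, 7 lists passed for N2 against E, 5 for O against E, 6 for N2 against N1 and 3 for O against N2, in place of 11, 8, 11 and 11, and for N1 against E 17 in place of 19. A larger assumed correlation widens the null by construction. By Fisher's exact test 7 lists passed for O against N2. The cause was not tested. Of 170 list results, 148 kept direction and side of the threshold with a correlation of 0.05 and 22 no longer passed. For Fisher's exact test, 152 did, 9 no longer passed, 8 newly passed and 1 counts as reversed: proteasome and ubiquitin genes in O against E (adjusted p = 0.0349), lower without passing by camera, with 51 of 151 higher and 48 lower (53 and 49 adjusted over the list alone) in the authors' deposited table. That value is the smaller one-sided Fisher p-value, doubled and then adjusted, and it pointed to the higher share. Each share tested alone by a two-sided Fisher's exact test gave an adjusted p of 0.0541 for higher and 0.0705 for lower. The call thus depends on the form of the test. Centring, which moved the adjusted p of each, left all 170 on their side of the threshold, genes of at least 10 RPKM 165, and the scale of mean RPKM 165. Calls ended by Fisher's exact test for ammonium transporters in O against E and against N2 (adjusted p = 0.383 and 0.0840), in O against N2 for the GABA shunt, TAG assembly and mitochondrial carriers (0.0548, 0.0587 and 0.142), in N2 against N1 for oxidative phosphorylation (0.0654), and for the sterol list as given below. They ended with genes of at least 10 RPKM for amino acid breakdown and ribosome biogenesis in N2 against E (0.0623 for both), the sterol list in N2, TAG assembly in O against N2 (0.0765) and oxidative phosphorylation in N2 against N1 (0.0692). On the scale of mean RPKM they ended in N2 against N1 for aminoacyl-tRNA synthetases and oxidative phosphorylation (0.0601 and 0.113) and in O against N2 for the GABA shunt, while aminoacyl-tRNA synthetases in O against N2 (0.0246) and pyruvate dehydrogenase in N2 against E newly passed. By Fisher's exact test the TCA cycle, desaturases and elongases, and the hypoxia-related list newly passed as lower in O against E (0.0433, 0.0290 and 0.00840). By the same test β-oxidation newly passed as lower in O against N2 (0.0135), and ammonium transporters as lower in N2 against N1 (0.0454). Redox defence, the GABA shunt and the transhydrogenase cycle newly passed by it as higher in N2 against N1 (0.0454, 0.0437 and 0.0353). The cause was not tested.

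The share of T66008762.2 was 0.0477% of reads in E, 0.0730% in N1, 2.77% in N2 and 2.44% in O, in place of 0.107, 0.183, 6.36 and 5.53% of RPKM. It is lower by construction, as reads weigh genes by length and this gene is short. Genes expressed in N1 alone numbered 454 with under 2 RPKM elsewhere, 187 with at least 5 RPKM in N1 and under 0.5 elsewhere, and 219 with at least 20 and under 2, in place of 256.

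Of the results for genes named here over 6 comparisons, the ratio of mean RPKM left 771 as they were, 25 no longer passed and 20 newly passed, and centring left 802, 11 and 3. No named gene reversed under either. The differences between FAS and the PUFA-synthase subunits are identical on both scales by construction, as a constant per comparison drops out of them, and this says nothing about stability.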

Differences from the paper's values

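The test with a limit of 2 RPKM for genes expressed in N1 alone was chosen after the result was seen.

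The largest fold of the ammonium transporters that rose in N1 is 314.9 in the authors' deposited table, and the paper's is 23. Of the alternatives set before the data were examined, 22.9 over genes of at least 10 RPKM does not differ, while 299.7 after centring and 336.5 as a ratio of mean RPKM do. The gene in question is T66007224.1, below 10 RPKM in every sample. Most of the paper's folds for other single genes lie within rounding of ratios of mean RPKM here. Examples are 3.74 for FUM-1 and 61.6 for the SSDH gene T66005295.1 in N2. For the ammonium transporters this does not hold. The paper's lowest fold of 1.7 lies nearer to 1.72 in the authors' deposited table than to the ratio of mean RPKM, 1.84.

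The paper states that no glycolysis or TCA cycle gene changed significantly between E and N2 apart from a pyruvate kinase, PYK-1, which rose here too. By FDR p under 0.05 in the authors' deposited table, 11 of 31 glycolysis genes were higher and 7 lower, and 5 of 22 TCA cycle genes were higher and 5 lower, among them ACO at 0.91. The lists did not move as groups, and the TCA cycle genes lower in N1 were 18 of 22 in the authors' deposited table. The paper states no threshold.

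The paper proposes that most genes lower in N1 encode ribosomal proteins. Of the 2749 genes lower in the authors' deposited table 72 (2.62%) do, and 13 of the 73 lower by more than 8-fold. Among the 100 most abundant in E of those lower, 69 do.

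The paper proposes that, of the few genes expressed in N1 alone, most are related to flagella. Of 256 such genes 10 are in the flagella and axoneme list, and 27 of 454 with the limit of 2 RPKM that was chosen after seeing the values. These are lower bounds, as the annotation words leave out matches to flagellar proteins, among them kinesins and a sperm-tail protein. The number left out was not counted, and 130 of the 256 have no Swissprot match. These counts therefore do not decide whether most of the genes are flagellar. As a list, 113 of 120 flagella and axoneme genes were higher in N1 in the authors' deposited table.

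The paper states that the larger part of the genes changed over 8-fold lack extensive homology to known proteins. Of 1829 such genes 870 (47.6%) have no Swissprot match and 587 (32.1%) no TrEMBL match. In O against E, 60.5% of the rises have no Swissprot match. The paper sets no limit for extensive homology, but its curation of genes of interest weighed the aligned fraction of a gene and identity scores. The shares here count only genes with no match at all, so a gene with a short or weak match counts as matched. They therefore do not decide whether the larger part lacks extensive homology.

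In its account of fatty acid synthesis the paper calls the Δ12-desaturase the most upregulated gene in N2. ACSL-2, also of lipid metabolism, rose by 5.81 against 4.53 for the desaturase in the authors' deposited table. For O against E the paper names GAD and SSDH as the most upregulated, and ER-4 among lipid-related genes. ACSL-2 rose by 5.04, against 2.68 for GAD, 4.68 for SSDH and 2.91 for ER-4, in the authors' deposited table.

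The paper states that the transhydrogenase cycle genes kept one level at all stages and conditions, and elsewhere that in N1 and N2 they kept their level or fell, which most of the calls below go along with. Of 9 list members, 6 were lower and 1 higher in N1, 3 lower and 2 higher in N2, and 5 lower and 1 higher in O against E in the authors' deposited table. ME-2 was lower in each of them, with log2 fold changes of -1.47, -0.84 and -1.18 in the authors' deposited table, while ME-1 was not called.

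The paper states that 6-phosphogluconate dehydrogenase was not affected in N2. 6PGD was higher by 0.39 (FDR p = 0.0271) in the authors' deposited table, and this call ended on the scale of mean RPKM.

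The paper lists PUFA-synthase subunit C among genes higher in O than in N2. PFAC gave 0.23 (FDR p = 0.250) in the authors' deposited table and passed on the scale of mean RPKM, with a ratio of 1.30. The paper states that FAS and the PUFA-synthase genes kept their level in O. FAS, PFAA and PFAB were not called, and PFAC was lower, with a log2 fold change of -0.39 (FDR p = 0.0450) in the authors' deposited table, a call that ended on the scale of mean RPKM and after centring.

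The gene that the paper writes as T6608762.2 is T66008762.2 in the table. The paper shows a single GPAT gene by the name GPAT-1 as the one matching that of A. limacinum, while the table holds GPAT-1 to GPAT-4, and the name was taken as the table gives it.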

Other observations

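No tests were chosen only after the result was seen. Genes of DNA replication and the cell cycle fell deepest in N2. The small subunit of ribonucleotide reductase (T66004996.1), which makes the building blocks of DNA, was at 112, 59.4, 4.63 and 67.0 mean RPKM in E, N1, N2 and O, and the cyclin-dependent kinase CDK2 (T66011223.1), which drives entry into DNA synthesis, at 124, 59.9, 4.80 and 51.5. A B-type cyclin (T66003373.1), which drives mitosis, was at 233, 249, 10.4 and 116. Their log2 fold changes in N2 were -4.47 (FDR p listed as 0), -4.57 (FDR p listed as 0) and -4.36 (FDR p listed as 0), and in O against N2 3.70 (FDR p listed as 0), 3.27 (FDR p listed as 0) and 3.33 (FDR p listed as 0), in the authors' deposited table. Of 113 members, 71 were lower and 19 higher in N2, and 54 lower and 15 higher in O (71 and 20, and 54 and 16, adjusted over the list alone), with medians of -0.89 and -0.33 in the authors' deposited table (adjusted p = 3.29e-07 and adjusted p = 0.00266, the second adjusted p = 0.188 with a correlation of 0.05). In O against N2, 62 were higher and 15 lower (63 and 15 adjusted over the list alone) in the authors' deposited table. In N1, 45 were lower and 25 higher (46 and 25 adjusted over the list alone) in the authors' deposited table (adjusted p = 0.00814, but adjusted p = 0.176 with a correlation of 0.05).

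Enzymes of sterol and carotenoid synthesis parted between O and N2. HMG-CoA synthase (T66009327.1), of the mevalonate route, was at 1383, 779.8, 147 and 959 mean RPKM in E, N1, N2 and O, and mevalonate diphosphate decarboxylase (T66008559.1) at 432, 159, 39.3 and 298. A gene similar to the desaturase CrtN of carotenoid synthesis (T66010174.2) rose in O, with 13.7, 18.4, 8.14 and 86.3 mean RPKM. The list was lower in N1, with 8 of 20 members lower and 1 higher, and in N2, with 11 and 4, the same adjusted over the list alone, in the authors' deposited table (adjusted p = 0.00814 and adjusted p = 0.0338, the second adjusted p = 0.159 with a correlation of 0.05). Against N2, 10 were higher and 3 lower in O, the same adjusted over the list alone, with a median of 0.40 in the authors' deposited table (adjusted p = 0.0105, but adjusted p = 0.0759 with a correlation of 0.05). By Fisher's exact test the list did not pass in N1, in N2 or in O against N2 (adjusted p = 0.261, 0.0822 and 0.0918), nor in N2 over genes of at least 10 RPKM (adjusted p = 0.0623). In O against E it did not pass by camera (adjusted p = 0.555).

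Catalase (T66010834.1), which breaks down hydrogen peroxide, was at 4.41, 20.5, 1163 and 117 mean RPKM in E, N1, N2 and O. A glutathione S-transferase (T66010279.1) was at 1.36, 1.82, 6.78 and 105, highest in O. Their log2 fold changes were 8.16 (FDR p listed as 0) in N2 for the first and 6.24 (FDR p listed as 0) in O for the other in the authors' deposited table. Of 47 redox defence genes, 22 were lower and 6 higher in N1, the same adjusted over the list alone, with a median of -0.35 in the authors' deposited table (adjusted p = 0.00119). In N2 and O the list did not pass (adjusted p = 0.592 and adjusted p = 0.982).

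Sarcosine dehydrogenase (T66009423.1) and dimethylglycine dehydrogenase (T66009422.1), which break down methylated glycines, were at 1.54, 26.5, 286 and 4.36 and 0.732, 19.7, 271 and 2.17 mean RPKM in E, N1, N2 and O, both highest in N2. The list of amino acid breakdown fell all the same, with 20 of 32 lower and 7 higher in N1 (21 and 7 adjusted over the list alone) and 17 and 7 in N2 (also adjusted over the list alone) in the authors' deposited table (adjusted p = 6.03e-04 and adjusted p = 0.0338, the second adjusted p = 0.200 with a correlation of 0.05).

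A small heat shock protein (T66010857.1) was at 826, 2861, 10912 and 16948 mean RPKM in E, N1, N2 and O. Of 77 heat shock proteins and chaperones, 32 were lower and 20 higher in N1, the same adjusted over the list alone, with a median of -0.22 in the authors' deposited table (adjusted p = 0.0118, but adjusted p = 0.175 with a correlation of 0.05). In N2 and O they did not pass (adjusted p = 0.0973 and adjusted p = 0.703).

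Among recycling genes, ATG8 (T66008969.1), which coats the autophagosome, was at 14.8, 46.3, 55.9 and 35.7 mean RPKM. Cathepsin Z (T66008720.1), a vacuolar protease, was at 754, 2470.2, 2908 and 479.8. The list of autophagy and vacuolar proteases did not pass in N1, N2 or O against E (adjusted p = 0.857, adjusted p = 0.424 and adjusted p = 0.579), nor did the proteasome and ubiquitin list (adjusted p = 0.857, adjusted p = 0.931 and adjusted p = 0.760), in which the conjugating enzyme UBE2C (T66005276.1) of mitosis was at 60.9, 70.1, 1.32 and 23.1 mean RPKM.

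The nitrate transporter T66001003.1 was at 665, 645, 475 and 251 mean RPKM. The list of amino acid and other nitrogen transporters did not pass in N1, N2 or O against E (adjusted p = 0.166, adjusted p = 0.931 and adjusted p = 0.266). An alcohol dehydrogenase (T66010356.1) of the alternative oxidase and hypoxia-related list rose in N2 and O, with 0.962, 3.50, 105 and 88.7 mean RPKM in E, N1, N2 and O and log2 fold changes of 6.90 (FDR p listed as 0) and 6.50 (FDR p listed as 0) in the authors' deposited table. Of the 160 members, 68 were lower and 34 higher in N1, the same adjusted over the list alone, with a median of -0.29 in the authors' deposited table (adjusted p = 6.32e-05). In N2 and O this list did not pass by camera (adjusted p = 0.611 and adjusted p = 0.115), but by Fisher's exact test it passed as lower in O (adjusted p = 0.00840). There 56 members were lower and 28 higher than in E, the same adjusted over the list alone, with a median of -0.20 in the authors' deposited table.

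Organellar and bacterial-type ribosomal proteins fell in N1 and N2, with 19 and 17 of 23 lower and 0 and 1 higher (19 and 17 lower, 0 and 2 higher adjusted over the list alone), in the authors' deposited table (adjusted p = 1.66e-06 and adjusted p = 5.55e-04). In O against E they did not pass (adjusted p = 0.793).

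Genes of β-oxidation fell in O against E, with 29 of 53 lower and 3 higher, the same adjusted over the list alone, and a median of -0.41 in the authors' deposited table (adjusted p = 8.66e-04, but adjusted p = 0.0781 with a correlation of 0.05). ACOX went down, with a log2 fold change of -0.81 (FDR p = 1.72e-05) there in the authors' deposited table. Glycolysis genes were lower for 12 of 31 and higher for 4, also adjusted over the list alone, in the authors' deposited table, without passing as a group (adjusted p = 0.0965). Translation factors fell in O as well, with 27 of 36 lower and 3 higher, also adjusted over the list alone, in the authors' deposited table (adjusted p = 1.17e-06).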
